# Paxbp1 is indispensable for the survival of CD4 and CD8 double-positive thymocytes

**DOI:** 10.3389/fimmu.2023.1183367

**Published:** 2023-06-19

**Authors:** Wenting Li, Yang Yang, Shenglin Liu, Dongsheng Zhang, Xuanyao Ren, Mindan Tang, Wei Zhang, Xiaofan Chen, Cong Huang, Bo Yu

**Keywords:** Paxbp1, apoptosis, double-positive (DP) thymocytes, development, thymus

## Abstract

The lifespan of double-positive (DP) thymocytes is critical for intrathymic development and shaping the peripheral T cell repertoire. However, the molecular mechanisms that control DP thymocyte survival remain poorly understood. Paxbp1 is a conserved nuclear protein that has been reported to play important roles in cell growth and development. Its high expression in T cells suggests a possible role in T cell development. Here, we observed that deletion of Paxbp1 resulted in thymic atrophy in mice lacking Paxbp1 in the early stages of T cell development. Conditional loss of Paxbp1 resulted in fewer CD4^+^CD8^+^ DP T cells, CD4 and CD8 single positive (SP) T cells in the thymus, and fewer T cells in the periphery. Meanwhile, Paxbp1 deficiency had limited effects on the CD4^-^CD8^-^ double negative (DN) or immature single-positive (ISP) cell populations. Instead, we observed a significant increase in the susceptibility of Paxbp1-deficient DP thymocytes to apoptosis. Consistent with this, RNA-Seq analysis revealed a significant enrichment of the apoptotic pathway within differentially expressed genes in Paxbp1-deficient DP cells compared to control DP cells. Together, our results suggest a new function for Paxbp1, which is an important mediator of DP thymocyte survival and critical for proper thymic development.

## 1 Introduction

T cell development is critical for T cell-mediated cellular immunity (1). T cell development proceeds through a finely tuned cellular program. First, bone marrow (BM)-derived lymphoid progenitor cells enter the thymus to initiate differentiation into mature T cells (2). In the thymus, CD4^-^CD8^-^ double negative (DN) thymocytes undergo sequential DN1-4 stages, entailing pre-TCR complex formation and several cycles of proliferation (3). Then, DN4-stage cells become immature single-positive (ISP) cells, followed by up-regulation of CD4 expression and then differentiation into CD4^+^CD8^+^ double-positive (DP) cells (4). Only a small percentage of DP cells survive through the positive and negative selection processes to become mature CD4^+^ or CD8^+^ SP cells (5). Then they move into peripheral lymphoid organs, where they play crucial roles in adaptive immunity (6).

The lifespan of DP thymocytes shapes the peripheral T cell repertoire, which is essential for mounting immune responses against foreign antigens (7). Given the importance of DP thymocyte survival, a thorough understanding of the mechanisms whereby DP thymocytes evade apoptosis is necessary. Previous evidence showed that several factors, such as RORγt (Retinoid-related orphan nuclear factor γt) (8, 9), TCF-1 (T cell factor-1) (10, 11), c-Myb (myeloblastosis oncogene) (12), and HEB (13, 14) influence thymocyte survival *via* a Bcl-xL-dependent pathway. However, the precise molecular mechanisms that control DP thymocyte survival remain poorly understood.

Paxbp1 is a widely-expressed nuclear protein that can be found in a variety of tissue types and cells, including muscles, immune cells, and neurons (15). A growing body of work suggests an important role for Paxbp1 in controlling the growth and development of multiple cells and tissues (16). In mice, Paxbp1 gene deletion causes embryonic mortality and various developmental defects (16). In addition, Paxbp1 was identified as one of the most significantly dysregulated genes in Ts1Cje (a mouse model for Down syndrome) postnatal brain development (17). Clinically, a potentially harmful variation in the Paxbp1 gene was linked to hypotonia and developmental delay (18). It was recently reported that Paxbp1 is closely associated with COVID-19 disease severity, demonstrating its possible role in immune modulation (19). Thus, Paxbp1 is instrumental in multiple developmental processes and disorders. However, the exact physiological functions of Paxbp1 remain to be established.

Given the high levels of Paxbp1 expression in T cells and its crucial role in development, we hypothesized that Paxbp1 may also influence the thymocyte development. Here, we found that Lck-cre-mediated T cell-specific loss of Paxbp1 (abbreviated as Paxbp1 cKO) resulted in thymic atrophy and significant reductions in the numbers of DP cells, CD4^+^ SP, and CD8^+^ SP cells in the thymus, and fewer T cells in the periphery. The DN and ISP cell populations appeared normal in the Paxbp1 cKO mice, whereas the DP thymocytes of Paxbp1 cKO mice were much more susceptible to apoptosis than those in the control mice. Further RNA-seq analysis showed a significant enrichment of the apoptosis pathway within differentially-expressed genes between Paxbp1 cKO and control mice. Taken together, our results offer an important missing piece to the puzzle of Paxbp1 function in the regulatory mechanism of intrathymic development: the presence of Paxbp1 in the thymus is critical for maintaining T cell survival.

## 2 Materials and methods

### 2.1 Mice

The Paxbp1^fl/fl^ mice on the C57BL/6 background were generously provided by Professor Wu from Hong Kong University of Science and Technology (16). The B6.Cg-Tg (Lck-cre) 548Jxm/J Lck-cre mice were obtained from the Jackson Laboratory. A conditional deletion of Paxbp1 in T cells was generated by cross-breeding Paxbp1^fl/fl^ mice with Lck-cre mice. Mice used in this study were 4–7 weeks of age and mixed sexes. Littermate Paxbp1^fl/fl^ mice were used as controls in all experiments. Animals were maintained under specific pathogen-free conditions. All the animal experiments were approved by the Committee for the Ethics of Animal Experiments, Shenzhen Peking University‐The Hong Kong University of Science and Technology Medical Center (SPHMC). Mice were genotyped using the following primers: Paxbp1 Floxed allele was detected by PCR using the Flox forward primer: 5’-GGGTACTTTATATGAGTGAGAGGC-3’ and reverse primer: 5’-AGGTAAATGTCCAGTGCCTG -3’. The Lck-cre transgene was detected by PCR using the Lck-cre forward primer: 5’-TGTGAACTTGGTGCTTGAGG-3’ and reverse primer: 5’-CAGGTTCTTGCGAACCTCAT-3’.

### 2.2 H&E staining and immunohistochemistry staining

Mouse thymus and spleen were isolated and formalin-fixed, followed by embedding in paraffin. Paraffin sections were used for routine H&E staining. CD4 (Abcam, ab183685) levels were detected using immunohistochemistry as described previously (20).

### 2.3 Flow cytometry staining and cell sorting

Single-cell suspensions were prepared from the thymus and spleens of Paxbp1 cKO and control mice. For cell surface marker staining, 2 million cells were incubated with the fluorescent antibody mixture at 4°C for 30 min, washed with PBS, and then analyzed by FACS. For intracellular staining, cells were stained with appropriate surface markers, then fixed and stained with antibodies according to the manufacturer’s protocol for the Cyto-Fast™ Fix/Perm Buffer Set (BioLegend, 428703). Zombie Violet™ Fixable Viability Kit (Biolegend, 423113) or 7-AAD (BD, 420404) was used to mark dead cells. The Backman Coulter CytoFLEX S (Backman) was used for the flow cytometric analysis. For cell sorting, thymocytes were isolated and stained with surface markers as indicated above. Then labeled cells were resuspended in FACS buffer (1% FBS + 2 mM EDTA, 25 mM HEPES in PBS). DN, ISP, DP, and SP thymocytes were sorted on an FACSAria III (BD Biosciences).

The following antibodies were used: anti-CD4 (RM-5), anti-CD8 (53–6.7), anti-TCRβ (H57–597), anti-CD44 (IM7), anti-CD25 (PC61), anti-TCRγ/δ (GL3), anti-CD5 (53–7.3), anti-CD69 (H1.2F3), and anti-CD19 (6D5), all of which were purchased from BioLegend. Anti-CD62L (MEL-14) was purchased from Invitrogen.

### 2.4 *In vitro* assay of ISP development

ISP thymocytes were isolated from Paxbp1 cKO mice and control mice by FACS. Equal numbers of ISP cells were incubated for 16 hours in an ISP culture medium (RPMI 1640 medium supplemented with 10% FBS, 1% penicillin and streptomycin, 1× MEM non-essential amino acids, 1× sodium pyruvate, and 55 nM 2-mercaptoethanol). After that, the cells were harvested and analyzed for CD4 and CD8 surface expression.

### 2.5 TUNEL

Thymuses from control and Paxbp1 cKO mice were fixed in 4% paraformaldehyde. The paraffin-embedded sections (3 μm) were deparaffinized and dehydrated. The TUNEL assay was performed using a Colorimetric TUNEL Apoptosis Assay kit (Beyotime, C1098) according to the manufacturer’s protocol.

### 2.6 Apoptosis *in vivo*

Thymocytes were freshly isolated from control and Paxbp1 cKO mice. Cells were stained with surface markers (CD4, CD8, and TCRβ) at room temperature for 20 min, then washed with PBS. Annexin V (BD, 559763) staining and caspase-3 staining (Beyotime, C1168M) were carried out according to the manufacturers’ instructions, respectively. Then, cell apoptosis was analyzed by flow cytometry.

For anti-CD3 antibody stimulation, mice were intraperitoneally (i.p.) injected with anti-CD3 antibody (eBioscience, 100340, clone: 145-2C11) (10 μL per mouse). 24 hours later, mice were euthanized, and the thymuses were freshly isolated from control and Paxbp1 cKO mice. Annexin V and caspase-3 staining were then performed according to the manufacturers’ instructions.

### 2.7 Apoptosis *in vitro*

Thymocytes (2×10^6^) were cultured overnight in 96-well plates. Then cells were stained with surface markers (CD4 and CD8) at 4 °C for 30 min, washed with cold PBS, then stained with annexin V and caspase-3 as described above.

### 2.8 BrdU assay

Paxbp1 cKO mice and control mice were injected with 1 mg of BrdU i.p. Thymus cells were harvested an hour later. Thymocytes (2×10^6^) were labeled with surface markers. Subsequently, BrdU incorporation was detected with the FITC BrdU Flow Kit (BD Biosciences) according to the manufacturer’s protocol.

### 2.9 RNA sequencing and data analysis

Total RNA was extracted from DP thymocytes using the RNeasy Kit (Qiagen, 74004) according to the manufacturer’s protocol. Purified RNA was quantified using a NanoDrop 2000 (Thermo Scientific) and the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). All the RNA samples had an RNA Quality Index ≥8. Next, cDNA synthesis and pre-amplification of cDNAs were performed using the Discover-sc WTA Kit V2 (Vazyme) according to the manufacturer’s protocol. And then the cDNAs were purified with VAHTS DNA Clean Beads. Sequencing libraries were constructed as described in the protocol of TruePrepTM DNA Library Prep Kit V2 (Vazyme #TD503). Lastly, library quality was assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA) and sequenced using Illumina HiSeq2500 by Gene Denovo Biotechnology Co. (Guangzhou, China).

The DEseq2 software was used to detect differentially expressed genes (DEGs) between different groups. Differentially expressed genes with an absolute log2 fold change > 1 and FDR < 0.05 were considered significant. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was implemented using the cluster Profiler R package. We performed gene set enrichment analysis using the software GSEA and MSigDB to identify whether a set of genes in specific KEGG pathways shows significant differences between two groups.

All sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE233211.

### 2.10 Real-time quantitative PCR

Thymocytes were sorted as described above, and total RNA was extracted using the RNeasy Kit (Qiagen). Reverse transcription was performed using HiScript III RT SuperMix for quantitative PCR from Vazyme (R323-01). Real-time PCR was performed on the CFX96 Touch Real-Time PCR Detection System (Bio-Rad) using SYBR Green Supermix (Bio-Rad). The results were quantified using 2^-△△Ct^ method. Results were normalized to Gapdh expression.

### 2.11 Western blot analysis

The separated T cells were washed with PBS before RIPA lysis buffer was added. Then equal amounts of protein were electrophoretically separated on 10% gels and transferred onto PVDF membranes. The membranes were blocked with TBST containing 5% BSA. Western blot analysis was carried out using Paxbp1 (Proteintech, 21357-1-AP). According to the primary antibodies, the membranes were then incubated with appropriate horseradish peroxidase (HRP)-conjugated secondary antibodies. The immunosignal images were captured using the Bio-Rad imaging system and analyzed using the Image lab software from Bio-Rad.

### 2.12 Statistical analysis

Statistical analysis was performed using GraphPad Prism Software 8 (GraphPad). The data were analyzed by the student t test and shown as mean ± S.D. The p value was used to determine whether an effect was significant (* p < 0.05, ** p < 0.01; *** p < 0.001; **** p < 0.0001).

## 3 Results

### 3.1 Stage-specific deletion of Paxbp1 in thymocytes

Paxbp1 is broadly expressed in a variety of tissues and cells (15). In immune tissues, we detected a high mRNA level of *Paxbp1* in the thymus, where T cells are abundant (**Figure 1A**). We also measured *Paxbp1* expression in different T-cell subsets. As shown in **Figure 1B**, *Paxbp1* was highly expressed in DP thymocytes, especially in CD4 SP thymocytes. Consistent with these results, the mouse and human expression databases further confirmed that the expression pattern of Paxbp1 is conserved across species (**Supplementary Figure 1**). Collectively, these findings suggest a requirement for Paxbp1 in T-cell development.

**Figure 1:**
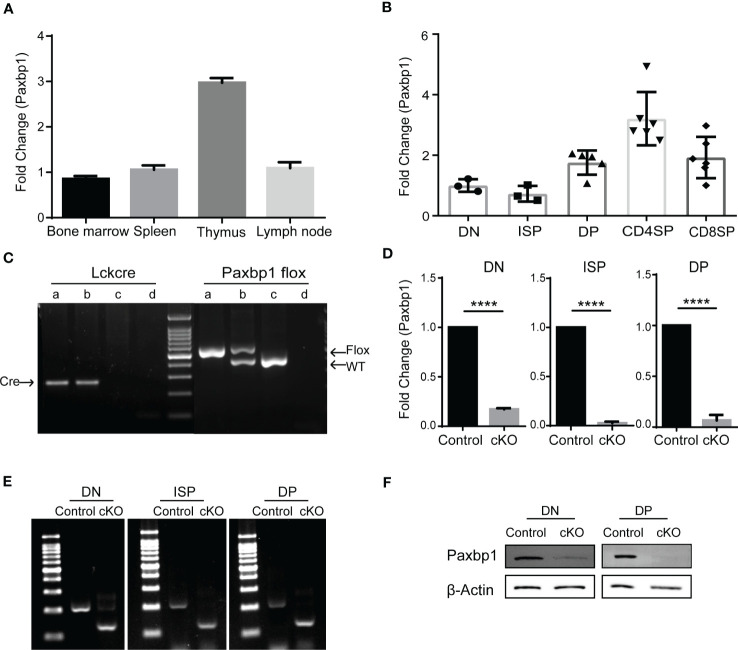
Conditional deletion of Paxbp1 in T cells. **(A)** *Paxbp1* mRNA levels in different organs. The mRNA levels of *Paxbp1* in C57BL/6 organs were evaluated by qPCR analysis (n = 3). **(B)** qPCR detection of the *Paxbp1* mRNA levels in different T cell subsets, including DN (CD4^-^CD8^-^), ISP (CD4^-^CD8^+^TCRβ^-^), DP (CD4^+^CD8^+^), CD4 SP (CD4^+^CD8^-^TCRβ^+^), and CD8 SP (CD4^-^CD8^+^TCRβ^+^) (n > 3). **(C)** Genotyping of Paxbp1 conditional knockout mice. Sample a represents the Paxbp1^fl/fl^ Lck-cre^+^ cKO mouse; sample b represents the Paxbp1^fl/-^ Lck-cre^+^ mouse; sample c the represents WT mouse; sample d is the negative control (H_2_O). **(D)** The knockout efficiency of Paxbp1^fl/fl^ Lck-cre mice. RNA isolated from DN, ISP, and DP T cell subsets was assessed for *Paxbp1* expression by qPCR (n > 3). **(E)** Agarose gel image of PCR products in DN, ISP, and DP cells from control and cKO mice. Total RNA extracted from sorted DN, ISP, and DP cells was subjected to reverse transcription PCR, followed by the PCR amplification to detect the deleted allelic sequences. **(F)** Western blot analysis for detection of Paxbp1 levels in sorted DN and DP thymocytes. The p value was used to determine whether an effect was significant (**** p < 0.0001).

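Paxbp1 (ENSMUSG00000022974) lies on the minus strand of chromosome 16 from 91014037 to 91044543, in GENCODE release M21 on mouse genome build GRCm38. Its protein-coding transcript has 18 exons and 3973 nt. Counted along that transcript, exon 8 runs from 91030433 to 91030556 and holds 124 nt, or 3.12% of the transcript. An annotated transcript of the type nonsense-mediated decay, also of 18 exons, has an exon 8 of 141 nt that starts at 91030416 and makes up 5.16% of its 2732 nt. On the other strand, the gene 4930404I05Rik overlaps 2707 nt of the gene, which is 8.87% of its 30507 nt. A count of reads over the whole gene therefore draws mostly on sequence outside exon 8.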

To investigate the physiological role of Paxbp1 in T cells, we crossed mice carrying a conditional Paxbp1 allele (Paxbp1^fl/fl^) in exons 8 flanked by loxp sites with Lck-cre transgenic mice to specifically delete Paxbp1 in T cells during mouse development. Mice were genotyped to confirm conditional knockout and to identify littermate Paxbp1^fl/fl^ mice, which were used as controls (**Figure 1C**). As shown in **Figures 1D, E**, *Paxbp1* levels were markedly reduced in DN thymocytes in the Paxbp1 cKO mice relative to the control mice; deletion was complete by the ISP stage. Meanwhile, western blot analysis of the sorted DN and DP thymocytes from Paxbp1 cKO mice showed efficient deletion of the Paxbp1 protein compared with the control mice (**Figure 1F**). Therefore, we expected that the Paxbp1 cKO mice would allow us to investigate the function of Paxbp1 in early T cell development.

### 3.2 The ablation of Paxbp1 at the early development stage results in aberrant thymocyte development

We next analyzed thymocyte development in Paxbp1 cKO mice. Significant reductions in both thymus size (**Figure 2A**) and thymus weight (**Figure 2B**) were observed in Paxbp1 cKO mice compared with the control mice. Histological analysis revealed a pronounced cortical expansion and a rudimentary medulla in the Paxbp1 cKO thymus (**Figure 2C**), suggesting that Paxbp1 deletion leads to thymic atrophy in mice. Additionally, the early loss of Paxbp1 at the DN stage was accompanied by an aberrant distribution of thymocytes among the four subpopulations: the percentage of DP and CD4SP was decreased, whereas the percentages of DN and CD4^-^CD8^+^ thymocytes were markedly increased (**Figure 2D**). In terms of absolute cell numbers, a similar number of DN thymocytes and substantially fewer DP and CD4SP thymocytes were found in Paxbp1 cKO mice (**Figure 2E**).

**Figure 2:**
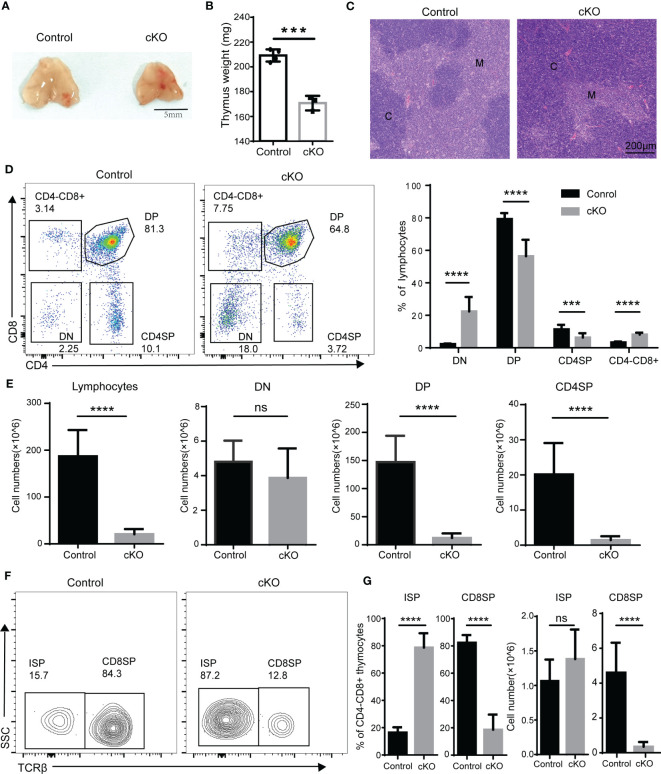
Defective T cell development in Paxbp1 cKO mice. **(A)** Representative pictures showing the thymus from control and Paxbp1 cKO mice (Scale bar = 5 mm). **(B)** The weights of the thymus in the control and Paxbp1 cKO mice (n = 3). **(C)** Hematoxylin- and eosin-stained sections of the control and Paxbp1 cKO thymus (C: cortex; M: medulla; scale bar = 200 μm). **(D)** Cell surface staining of CD4 and CD8 on the control and Paxbp1 cKO thymus (number in quadrants indicates percentage of cells in each throughout). Bar charts indicate the frequency of the different stages of thymocyte development in control and Paxbp1 cKO mice (n = 18 for control mice, n = 13 for Paxbp1 cKO mice). **(E)** Bar charts indicate the cell numbers of the different stages of thymocyte development in control and Paxbp1 cKO mice (n = 18 for control mice, n = 13 for Paxbp1 cKO mice). **(F)** TCRβ staining is shown for pre-gated CD4^+^CD8^−^ thymocytes in the control and Paxbp1 cKO mice. **(G)** Bar charts show the frequency and cell numbers of ISP cells and CD8 cells. (n > 10 for each genotype). The p value was used to determine whether an effect was significant (*** p < 0.001; **** p < 0.0001, ns means no significant).

Within the CD4^-^CD8^+^ population, a considerable subset of Paxbp1-depleted cells did not express surface TCR compared with control cells, identifying them as ISP thymocytes (**Figure 2F**). Despite a notable increase in the proportion of ISP cells detected in Paxbp1 cKO mice, the number of ISPs was comparable to that of the control mice (**Figure 2G**). However, both the percentage and the absolute cell number of CD8 SP cells decreased (**Figure 2G**). Thus, Paxbp1 deficiency led to the loss of DP and SP thymocytes but not DN and ISP thymocytes.

We further evaluated thymocyte differentiation in the DN compartment based on CD44 and CD25 expression. As expected, the frequencies of the DN1 to DN4 subpopulations showed little variation (**Figure 3A**). It is widely accepted that TCRβ gene rearrangement is necessary for DN cells to mature into ISP cells (21). We therefore examined intracellular TCR expression of DN3 and DN4 cells and did not find significant differences between Paxbp1 cKO mice and control mice (**Figures 3B, C**). Thus, deletion of Paxbp1 has little effect on the development of DN thymocytes.

**Figure 3:**
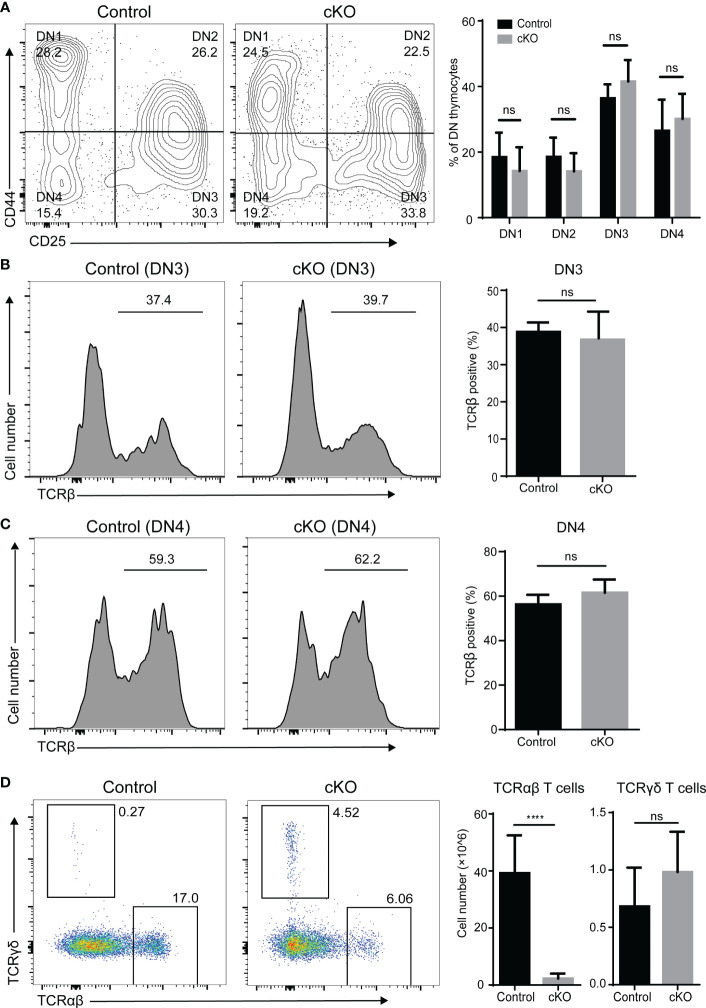
Phenotype of DN thymocytes in Paxbp1 cKO mice. **(A)** CD44 and CD25 staining is shown for pre-gated CD4^−^CD8^−^ thymocytes; the bar chart shows the quantification results (n = 8 for control mice, n = 6 for Paxbp1 cKO mice). **(B)** Intracellular TCRβ expression in DN3 thymocytes from the control and Paxbp1 cKO mice; the bar chart shows the quantification results (n = 7 for each genotype). **(C)** Intracellular TCRβ expression in DN4 thymocytes from the control and Paxbp1 cKO mice; the bar chart shows the quantification results (n = 7 for each genotype). **(D)** TCRβ and TCRδ staining is shown for total thymocytes in the control and Paxbp1 cKO mice. Bar charts indicate the frequency and cell numbers of αβ T and γδ T thymocytes in the control and Paxbp1 cKO mice (n = 11 for control mice, n = 6 for Paxbp1 cKO mice). The p value was used to determine whether an effect was significant (**** p < 0.0001; ns means no significant).

Further analysis showed no difference in the cell number of γδ thymocytes between the Paxbp1 cKO mice and the control mice (**Figure 3D**). However, the cell number of αβ thymocytes was significantly decreased in Paxbp1 cKO mice (**Figure 3D**), suggesting a severe αβ-lineage specific developmental defect in Paxbp1 cKO thymocytes.

### 3.3 Paxbp1-deficient DP thymocytes are highly sensitive to apoptosis

Next, we focused on the function of Paxbp1 during the transition from the ISP to the DP period. ISP cells were sorted and cultured *in vitro*. As shown in **Figure 4A**, almost all of the ISP cells from Paxbp1 cKO mice matured into DP cells after an overnight culture, similar to those of the control mice. However, a higher proportion of apoptotic cells was detected in Paxbp1 cKO mice (data not shown), suggesting that Paxbp1 may affect the viability of the cells. Then we assessed the survival of Paxbp1-cKO and control thymocytes using the *in situ* TUNEL assay. As shown in **Figure 4B**, we detected an increase in TUNEL-positive cells in the Paxbp1 cKO thymus. Additionally, increased apoptosis of freshly separated DP thymocytes but not ISP thymocytes was observed in Paxbp1 cKO mice using Annexin V staining (**Figures 4C, D**).

**Figure 4:**
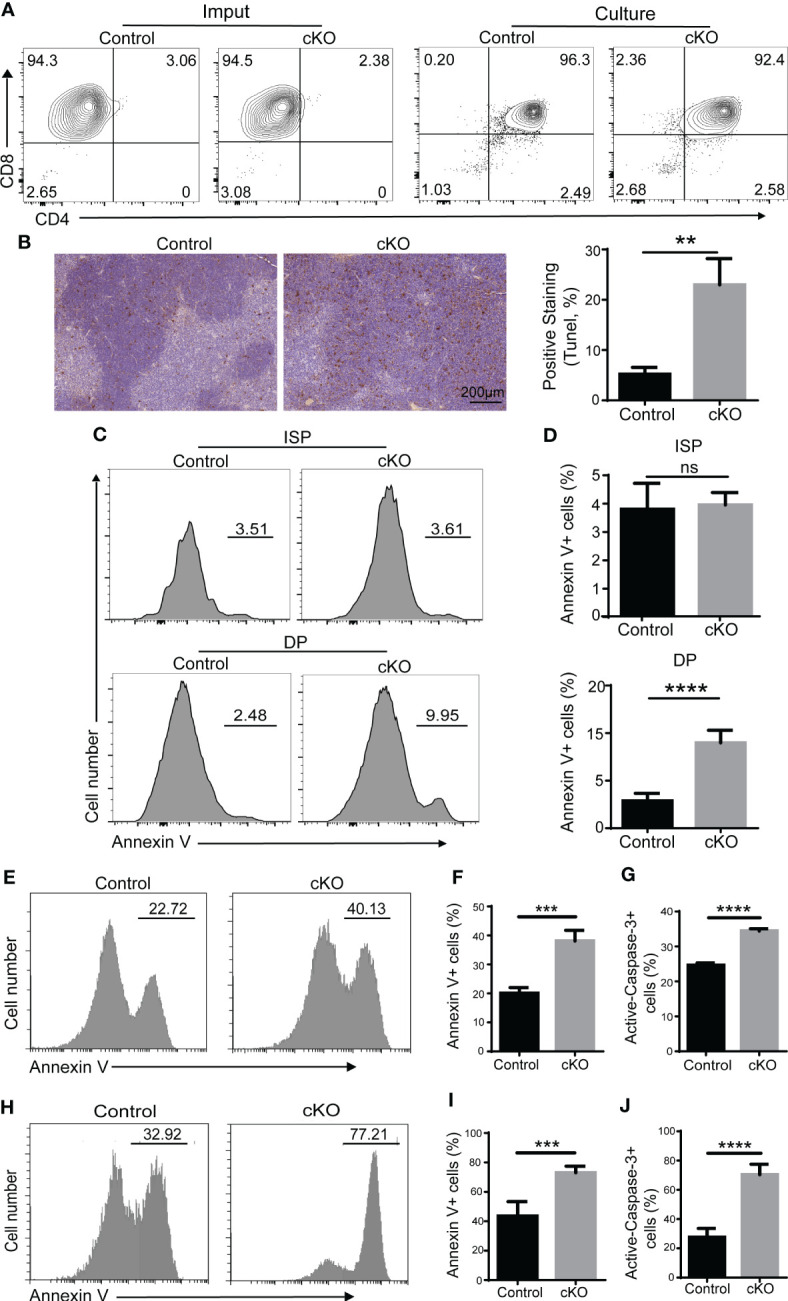
Impaired cell survival of Paxbp1 cKO thymocytes. **(A)** Maturation of ISP into DP (culture panels), relative to the imput (imput panels) of ISPs from the control and Paxbp1 cKO, was assessed by flow-cytometric measurement of CD4 and CD8 surface marker expression. **(B)** Staining of the total thymus with TUNEL from control and Paxbp1 cKO mice (Scale bar = 200 µm) and quantification of TUNEL positive thymocytes. **(C)** Annexin V staining of ISP and DP cells from control and Paxbp1 cKO mice. **(D)** The bar charts show the percentage of Annexin V-positive cells in ISP and DP thymocytes from control and Paxbp1 cKO mice (n > 4). **(E)** Annexin V staining of DP cells cultured overnight *in vitro*. **(F)** Percentages and quantification of annexin V-positive DP cells (n = 3). **(G)** The bar chart shows the quantification results of active caspase-3 staining of DP cells cultured overnight *in vitro* (n = 3). **(H)** Annexin V staining of DP cells from control and cKO mice *i.p.* injected with anti-CD3 antibody for 24 h. **(I)** Percentages and quantification of annexin V^+^ DP cells from control and cKO mice *i.p.* injected with anti-CD3 antibody for 24 h (n = 3). **(J)** The bar chart shows the quantification results of active caspase-3 staining in DP cells from control and cKO mice *i.p.* injected with anti-CD3 antibody for 24 h (n = 3). The p value was used to determine whether an effect was significant (** p < 0.01; *** p <0.001; **** p < 0.0001; ns means no significant).

It is widely accepted that the apoptosis detected *in vivo* or on freshly isolated thymocytes is usually very low because of the continuous clearance of apoptotic cells by macrophages (22). Therefore, thymocytes isolated from control and Paxbp1 cKO mice were cultured *in vitro* overnight before annexin V staining. We found that Paxbp1 deficiency led to a marked increase in apoptosis in DP thymocytes (**Figures 4E, F**), along with enhanced caspase-3 activity (**Figure 4G**).

We also analyzed the susceptibility of thymocytes from Paxbp1 cKO and control mice to cell death by *in vivo* i.p. administration of anti-CD3 antibody, which can induce rapid depletion of DP thymocytes (22). Increased annexin V labeling (**Figures 4H, I**) and enhanced caspase-3 activity (**Figure 4J**) in the DP thymocytes of Paxbp1 cKO mice were detected at 24 h after anti-CD3 injection. Thus, Paxbp1 deletion renders DP thymocytes highly susceptible to apoptosis.

### 3.4 Paxbp1 deficiency activates apoptosis-related pathways

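RNA-Seq was performed on sorted DP thymocytes in 3 libraries from control mice (Paxbp1 fl/fl littermates) and 3 libraries from Paxbp1 cKO mice, aged 4 to 7 weeks. The table deposited by the authors gives, for each of 22322 genes, the reads counted in every library, the FPKM made from them and the outcome of their own comparison. The counts, which carry no normalization, were used here. Control libraries 1, 2 and 3 held 19086646, 19693860 and 26252248 counts (median 19693860). The libraries labelled cKO 1, 2 and 3 held 21741025, 18963775 and 21700630 counts (median 21700630). At these depths 1 count equalled between 0.0381 and 0.0527 CPM (counts scaled to library size). Library sizes were scaled by edgeR's TMM method, with factors between 0.981 and 1.01. Of the 15349 genes with a count in at least 1 library, 11488 passed edgeR's filter on low counts (filterByExpr, with a minimum count of 10 and a minimum total of 15) and were tested. The groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the tested genes, and the common coefficient of variation between replicates was 0.228. On the first principal component of log2 CPM, which held 38.9% of the variance, no library lay on the side of the other group. The targeted gene was read first. Paxbp1 had 774, 318 and 400 counts in control libraries 1, 2 and 3, and 851, 905 and 1075 counts in the libraries labelled cKO 1, 2 and 3. After TMM normalization this was 24.0 ± 14.0 CPM (mean ± S.D., n = 3) in the control libraries and 45.2 ± 5.64 CPM (mean ± S.D., n = 3) in the libraries labelled cKO. The log2 fold change was 0.92 (standard error 0.33, edgeR adjusted p = 0.0977). Control library 1, at 40.1 CPM, lay above the library labelled cKO 1, at 38.8 CPM, and an exact two-sided permutation test gave p = 0.2, where 3 libraries against 3 allow no p below 0.1. Without control library 1 the log2 fold change was 1.5 (edgeR adjusted p = 0.00170). DESeq2 also called the difference, with a log2 fold change of 0.92 and an adjusted p of 0.0228, and so did limma-voom, with 1.08 and an adjusted p of 0.0390. Only exon 8 is flanked by loxP sites and the counts are per gene, so they do not measure the deleted exon and do not check the genotype labels. The libraries are named by their labels throughout, and each direction given for them rests on those labels.

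**Figure D1:**
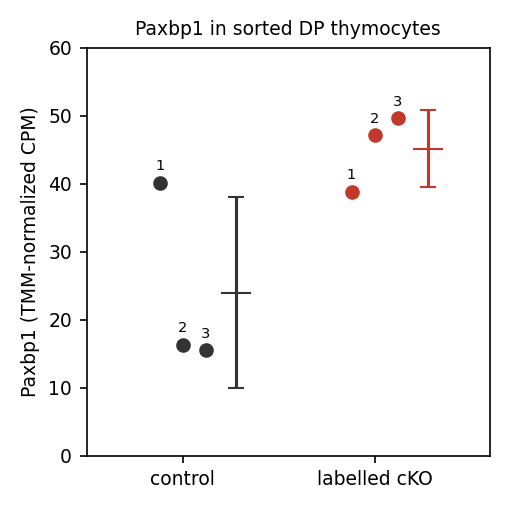
Paxbp1 in each of the 6 libraries, in TMM-normalized CPM on a linear axis that starts at 0. Points are libraries with their replicate numbers, and the bars beside them are mean ± S.D. (n = 3). Control library 1 lies at 40.1 CPM, between the libraries labelled cKO.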

In order to determine whether disregulation of a genetic pathway could explain the increased apoptosis of Paxbp1 cKO DP thymocytes, we performed high-throughput RNA sequencing (RNA-Seq) to compare gene transcription between control and Paxbp1-deficient DP cells. 

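At the fold and FDR threshold of the paper's methods (an absolute log2 fold change above 1 and an adjusted p below 0.05), 176 genes were upregulated and 141 downregulated in the libraries labelled cKO. Without the fold threshold, edgeR gave an adjusted p below 0.05 for 1191 genes, 514 of them higher and 677 lower. The libraries of the groups did not overlap for 312 of the 317 genes past the threshold. Over all tested genes this held for 3796, or 33.0%, where chance gives 10% for 3 libraries against 3. The counts depended most on single libraries. Without the library labelled cKO 3, 28 genes were higher and 45 lower, and without cKO 1 these were 96 and 126. Leaving out control library 1 gave 270 and 184, and leaving out control library 2 gave 118 and 92. With DESeq2, which the paper used, 287 genes were higher and 173 lower, among them 171 and 137 of the genes called by edgeR. The genes with the largest changes were taken among those past the threshold with a mean of at least 5 CPM and no overlap between the groups. Cxcl10 (ENSMUSG00000034855, chromosome 5 of GRCm38 from 92346638 to 92348889) rose from 0.862 ± 0.545 to 20.5 ± 14.6 CPM (mean ± S.D., n = 3 each), a log2 fold change of 4.53 (standard error 0.70, edgeR adjusted p = 0.00669). It did not pass under limma-voom (log2 fold change 4.36, adjusted p = 0.0723). Hes1 (ENSMUSG00000022528, chromosome 16 from 30064384 to 30067796) rose from 7.83 ± 2.14 to 54.1 ± 19.8 CPM (mean ± S.D., n = 3 each), a log2 fold change of 2.79 (standard error 0.31, edgeR adjusted p = 0.00349). The log2 fold change was 2.71 for C1qb, a gene on a list of macrophage markers, 2.70 for Plac8 and 2.59 for Ier3, with edgeR adjusted p between 0.00495 and 0.0347. Among the downregulated genes, Fut10 (ENSMUSG00000046152, chromosome 8 from 31187331 to 31261738) went from 12.6 ± 0.498 to 2.29 ± 0.659 CPM (mean ± S.D., n = 3 each), a log2 fold change of -2.46 (standard error 0.30, edgeR adjusted p = 0.00366). The log2 fold change was -2.39 for Rfxap, -2.02 for H1f0, -1.84 for Arrdc3 and -1.84 for Cd226, with edgeR adjusted p between 0.00349 and 0.0240. When 1 library was left out in turn, Cxcl10, Hes1, Plac8, Fut10, H1f0 and Arrdc3 stayed past an adjusted p of 0.05 each time. C1qb and Rfxap did not without cKO 3. Ier3 and Cd226 did not without control 2, control 3 or cKO 3, nor did Ier3 without cKO 1 or Cd226 without cKO 2.

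**Figure D2:**
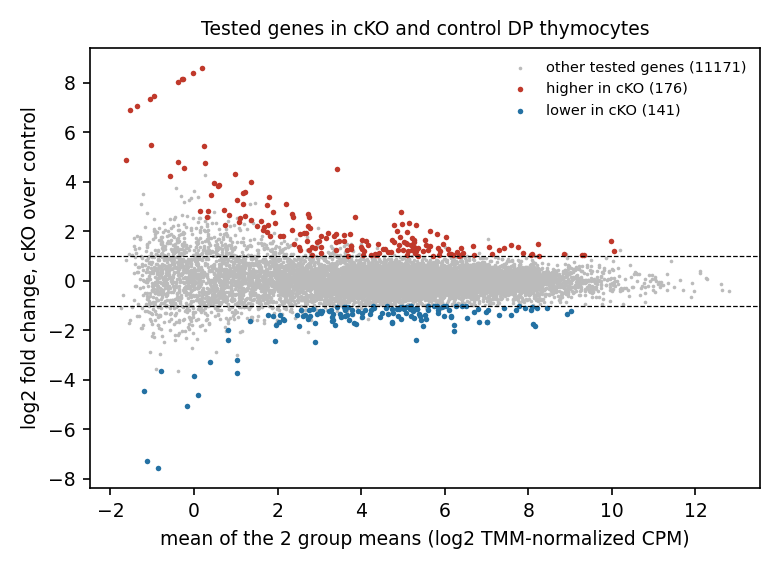
Log2 fold change of the libraries labelled cKO over control for each of the 11488 tested genes, against the mean of the group means on a log2 scale of TMM-normalized CPM. The 176 upregulated genes are red and the 141 downregulated genes blue, and the dashed lines mark the fold threshold.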

The analysis revealed 281 upregulated genes and 168 downregulated genes in Paxbp1-deficient DP thymocytes compared with control DP cells (**Figure 5A**).

**Figure 5:**
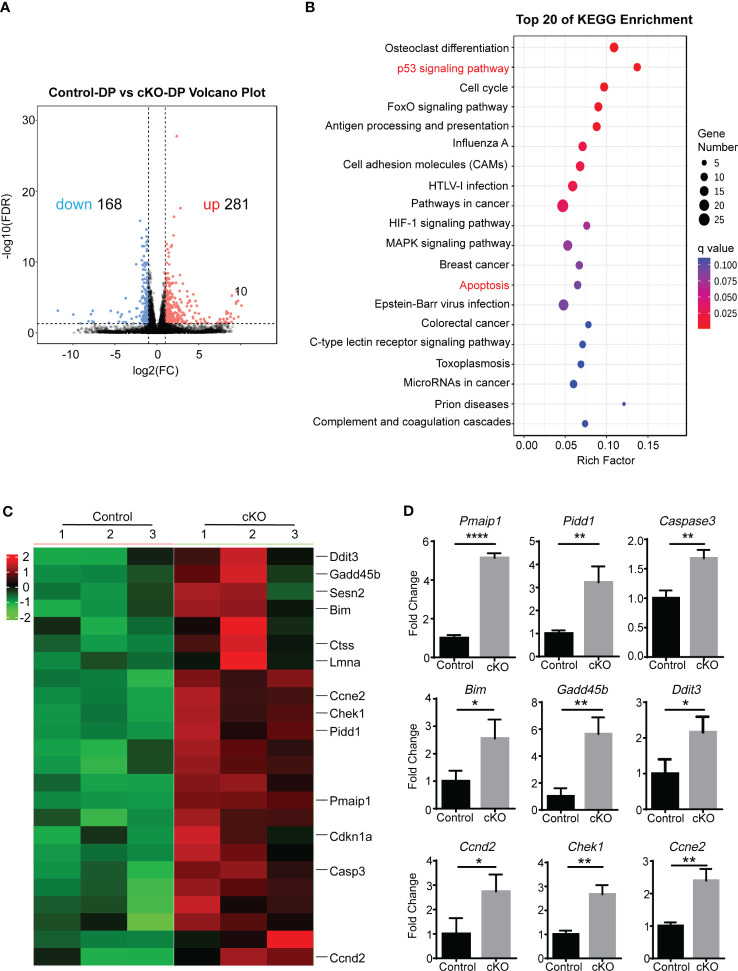
The RNA-Seq analysis of Paxbp1-deficient and control DP thymocytes. **(A)** Volcano plot of expression of all genes in Paxbp1-dificient and control DP thymocytes. Red, green, and black points represent genes that were upregulated, downregulated, and not significantly different in the mouse thymus respectively. X-axis: log2 ratio of gene expression levels, Y-axis: false-discovery rate values (-log10 transformed) of genes. **(B)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for genes (change in expression of over 2-fold). The Y-axis label represents the pathway and the X-axis label represents the rich factor. The color and size of the bubble represent enrichment significance and the amount of differentially expressed genes enriched in the pathway, respectively. **(C)** Heatmap of representative genes related to p53 signaling pathway and apoptosis pathway. The scale ranges from minimum (green boxes) to medium (black boxes) to maximum (red boxes) relative expression. **(D)** qPCR analysis of some genes depicted in Heatmap (n=3). The p value was used to determine whether an effect was significant (* p < 0.05, ** p < 0.01; **** p < 0.0001).

Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathways enriched two cell death-related pathways among the top 20 list: the p53 signaling pathway and the apoptosis pathway (**Figure 5B**). 

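The KEGG pathways were those that the authors' deposited table assigns to each gene, which annotate 9221 genes of the table and 5007 of those tested. Of the 317 genes past the threshold, 170 had a pathway, and over-representation was tested with a one-sided Fisher's exact test for 328 pathways with at least 5 tested genes. The p53 signaling pathway held 6 of these genes among its 63 tested genes, 2.81 times its share of the background (Fisher's exact p = 0.0192, Benjamini-Hochberg adjusted p = 0.451). The 6 genes were Ccne2, Cd82, Chek1, Gadd45b, Pidd1 and Pmaip1, all higher in the libraries labelled cKO. The apoptosis pathway held 9 among 119 tested genes, 2.23 times its share (Fisher's exact p = 0.0191, adjusted p = 0.451), of which 7 were higher and 2 lower. By p-value the apoptosis pathway ranked 13 and the p53 signaling pathway 14 among the 328 pathways. The cell cycle pathway ranked 12, with 9 of 116 genes, all of them higher (2.29 times its share, Fisher's exact p = 0.0164, adjusted p = 0.450). At an adjusted p below 0.05 the test called 1 pathway, cell adhesion molecules, with 13 of 109 genes (3.51 times its share, Fisher's exact test, adjusted p = 0.0225), and 26 pathways had an unadjusted p below 0.05. The choice of test moved the p53 signaling pathway across the threshold. It held 3.62 times its share with the DESeq2 calls (Fisher's exact test, adjusted p = 0.0390) and 4.30 times without a filter on low counts (adjusted p = 0.0351). With the calls in the authors' deposited table over all 9221 annotated genes, a setting chosen after the values were seen, it held 10 of 73 genes (5.54 times its share, Fisher's exact test, adjusted p = 0.00187). In that setting the cell cycle pathway held 12 of 124 genes (adjusted p = 0.00606) and the apoptosis pathway 10 of 153 (adjusted p = 0.112). Left out in turn, control library 3 brought the apoptosis pathway to 0.986 times its share, and without cKO 1 it was 1.19 times. Without cKO 3 the pathway lay above the 2.23 times of the fit with all libraries, but this rested on few genes. In that fit 28 genes were called higher and 45 lower. Of the pathway's genes in the deposited table, a share of 0.0131 was called without cKO 3, against 0.0588 with all libraries.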

The differential expression of genes belonging to the two pathways was visualized in heatmap analysis (**Figure 5C**). 

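Of the genes drawn in Figure 5C or 5D, 12 are given here, and all 12 were higher in the libraries labelled cKO, a direction that rests on the labels. Pmaip1 (ENSMUSG00000024521, chromosome 18 of GRCm38 from 66458533 to 66465565) rose from 10.6 ± 1.54 to 52.5 ± 4.74 CPM (mean ± S.D., n = 3 each), a log2 fold change of 2.30 (standard error 0.17, edgeR adjusted p = 8.96e-04). Pidd1 (ENSMUSG00000025507, chromosome 7 from 141438113 to 141444025) rose from 22.3 ± 3.20 to 70.3 ± 16.1 CPM (mean ± S.D., n = 3 each), a log2 fold change of 1.65 (standard error 0.19, edgeR adjusted p = 0.00349). Bcl2l11, which encodes Bim (ENSMUSG00000027381, chromosome 2 from 128126038 to 128162547), rose from 99.1 ± 41.3 to 245 ± 76.5 CPM (mean ± S.D., n = 3 each), a log2 fold change of 1.31 (standard error 0.30, edgeR adjusted p = 0.0228). Gadd45b, Chek1 and Ccne2 had log2 fold changes of 2.27, 1.4 and 1.24 (edgeR adjusted p = 0.0167, 0.00605 and 0.00349). Ctss, Lmna and Ddit3 had log2 fold changes of 1.62, 1.44 and 1.04 (edgeR adjusted p = 0.0234, 0.0338 and 0.0373). Ctss rose from 3.21 ± 0.933 to 9.84 ± 3.59 CPM (mean ± S.D., n = 3 each). The deposited annotation also assigns Ctss to antigen processing and presentation. Markers of macrophages and dendritic cells were higher in the libraries labelled cKO, and whether their RNA accounts for Ctss was not tested. Ccnd2, Cdkn1a and Sesn2 had log2 fold changes of 1.68, 1.31 and 1.06 and did not pass (edgeR adjusted p = 0.0614, 0.0569 and 0.0638). Of the 12 genes, 9 had an adjusted p below 0.05 over all tested genes, all 9 also past the fold threshold, and 12 when adjusted over the list alone. The study chose this list on the same samples, so the last number is not independent evidence. Under DESeq2 all 12 had an adjusted p below 0.05. Under limma-voom Lmna lost the call (log2 fold change 1.32, adjusted p = 0.05004) and Ccnd2 gained it (1.97, adjusted p = 0.0274). The libraries of the groups overlapped for Sesn2 and Cdkn1a and were apart for the other 10 genes. With 1 library left out in turn, Pmaip1, Pidd1, Chek1 and Ccne2 always kept an adjusted p below 0.05. Without cKO 3, Bcl2l11, Gadd45b, Ddit3, Ctss and Lmna had edgeR adjusted p between 0.0709 and 0.121, with log2 fold changes between 1.07 and 2.22. The same 5 genes also lost the call without cKO 1, and 4 of them without control library 2 or control library 3. From its RNA-Seq and quantitative PCR results taken together, the paper concludes that the loss of Paxbp1 turned on apoptosis-related pathways.

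**Figure D3:**
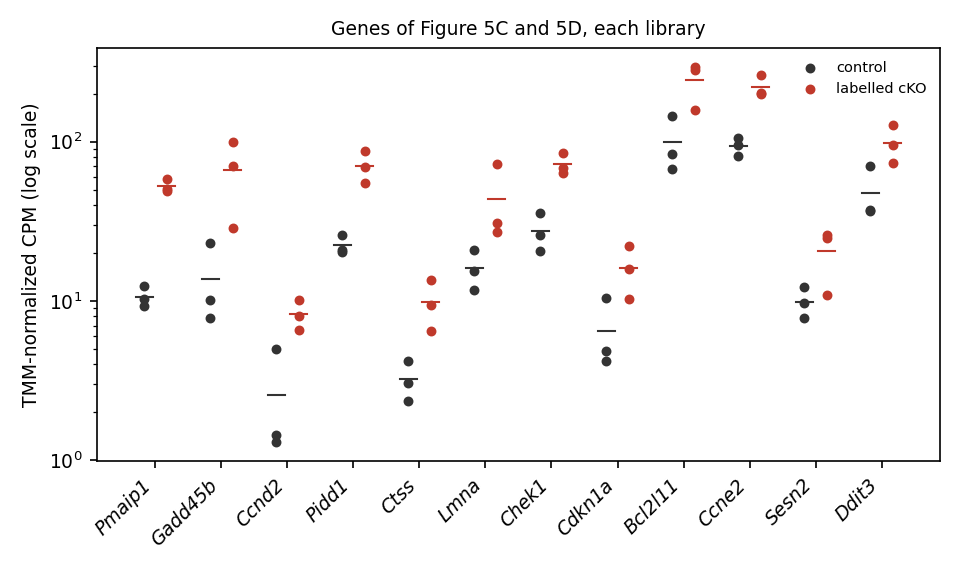
TMM-normalized CPM of 12 genes of Figure 5C and 5D in each library, on a log axis. Points are libraries and short lines are group means (n = 3). Of the 12 genes, 10 have the libraries labelled cKO apart from the control libraries.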

Consistent with the RNA-seq data, qPCR results confirmed that the Paxbp1-deficient DP population displayed increased expression of *Casp3*, *Bim*, *Pmaip1*, *Pidd1*, etc. compared with that of the control group (**Figure 5D**). 

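Over whole pathways, the changes were tested with limma's camera on log2 CPM, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 328 pathways. The median log2 fold change of the 63 tested genes of the p53 signaling pathway was 0.21, in the direction of the libraries labelled cKO, with 38 genes higher and 11 at an edgeR adjusted p below 0.05, 9 of them higher. The pathway did not pass the threshold (camera adjusted p = 0.0879). The 119 tested genes of the apoptosis pathway had a median of -0.0028 and a mean of 0.086, with 59 genes higher (camera adjusted p = 0.974, direction higher). The median and the mean thus differ in sign, and the sign of the median changed under other scalings. Of its genes, 15 were higher and 6 lower at an edgeR adjusted p below 0.05. The test fry, which takes the correlation from the samples, gave adjusted p of 0.0647 for the p53 signaling pathway and 0.908 for the apoptosis pathway. Camera with an estimated correlation gave 0.871 and 0.997. Trp53 itself had a log2 fold change of 0.21 (standard error 0.13, edgeR adjusted p = 0.350).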

Taken together, the RNA-Seq and qPCR analyses demonstrated that Paxbp1 deficiency activated apoptosis-related pathways in DP thymocytes.

### 3.5 Increased cell cycle activity in Paxbp1-deficient DP thymocytes

Interestingly, we also found that cell cycle and DNA replication pathways were enriched in Paxbp1-deficient DP thymocytes (**Figure 6A**). 

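In the set test by camera, the DNA replication pathway had a median log2 fold change of 0.45 in the libraries labelled cKO, a direction that rests on the labels, with 33 of 36 tested genes higher (adjusted p = 1.07e-06). The cell cycle pathway had a median of 0.18, with 75 of 116 tested genes higher (adjusted p = 0.0102). At an edgeR adjusted p below 0.05, 12 genes of the DNA replication pathway were higher and 0 lower, and 18 genes of the cell cycle pathway were higher and 2 lower. Neither pathway passed under fry (adjusted p = 0.107 and 0.169) or with an estimated correlation (adjusted p = 0.871 for both). Among 328 pathways, camera called 18, of which 2 passed under fry and 0 with an estimated correlation. Without control library 1 the cell cycle pathway had a median of 0.076 (camera adjusted p = 0.180), and without cKO 3 it had 0.14 (camera adjusted p = 0.0572). A running-sum enrichment score was also computed as in GSEA, with weight 1, from 15349 genes ranked by the signal-to-noise ratio of the deposited FPKM. It was 0.770 for 36 genes of the DNA replication pathway and 0.526 for 122 genes of the cell cycle pathway. Over all 20 assignments of the genotype, the exact one-sided permutation p was 0.05 for DNA replication, the smallest that 20 assignments allow, and 0.1 for the cell cycle. Ranking without weights moved the cell cycle score most, to 0.22. The licensing genes Mcm2 to Mcm7 were all higher. Mcm4 (ENSMUSG00000022673, chromosome 16 of GRCm38 from 15623897 to 15637400) rose from 293 ± 26.0 to 626 ± 116 CPM (mean ± S.D., n = 3 each), a log2 fold change of 1.1 (standard error 0.14, edgeR adjusted p = 0.00408). The other Mcm genes had log2 fold changes between 0.48 and 1.05 (edgeR adjusted p between 0.00825 and 0.0492), and Pcna had 0.84 (standard error 0.14, edgeR adjusted p = 0.00869). Without cKO 3, all of these except Mcm4 had an adjusted p above 0.05, and Mcm2, Mcm6 and Mcm7 also did without control library 2. Mcm2 and Mcm7 lost the call without cKO 1 or cKO 2 as well. The paper takes the enrichment of both pathways as its reason to measure the proliferation of thymocytes.

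**Figure D4:**
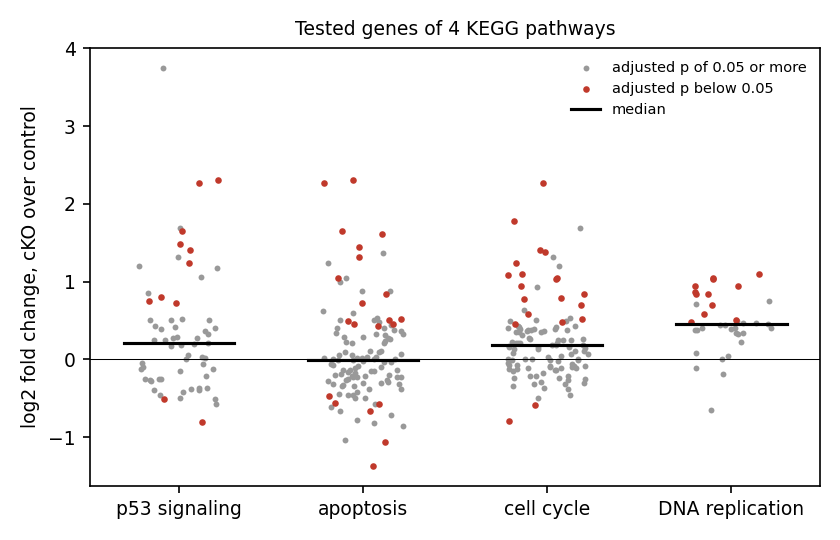
Log2 fold change of the libraries labelled cKO over control for each tested gene of 4 KEGG pathways. Red points have an edgeR adjusted p below 0.05, and black lines are medians, at 0.21, -0.0028, 0.18 and 0.45 from left to right.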

We therefore measured the cell proliferation capacity of thymocytes. As shown in **Figure 6B**, thymocytes with higher forward scatter were seen in Paxbp1 cKO mice compared to the control mice. Moreover, the BrdU incorporation assay showed that DP cells, but not ISP cells, in Paxbp1 cKO mice exhibited increased cell proliferation compared with those in control mice (**Figures 6C, D**). Thus, reduced DP thymocyte cellularity in Paxbp1 cKO mice is not caused by a lower cell proliferation rate.

**Figure 6:**
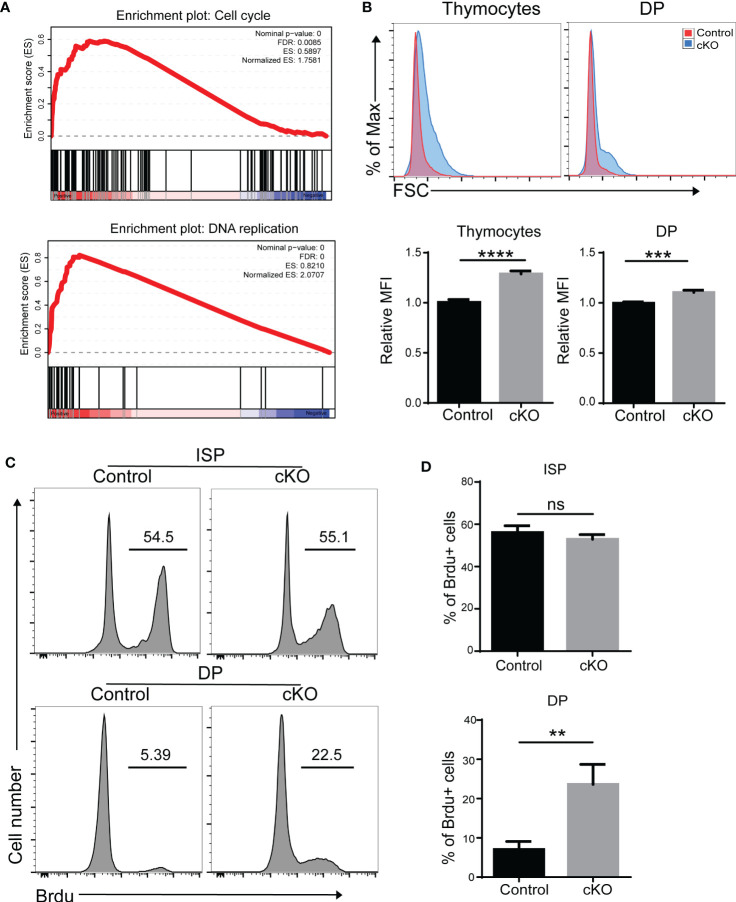
Increased cell cycle activity in Paxbp1-deficient DP thymocytes. **(A)** Gene set enrichment analysis (GSEA) reveals the up-representation of signature genes in the cell cycle pathway and DNA replication pathway in Paxbp1-deficient DP cells. **(B)** Cell size of total thymocytes and DP cells from control and Paxbp1 cKO mice. FSC, forward scattering. The bar charts show the quantification of the results. **(C)** BrdU incorporation in ISP, DP thymocytes of control and cKO mice. **(D)** Percentage of BrdU positive cells in ISP, DP thymocytes. The bar charts show the quantification of the results (n = 3). The p value was used to determine whether an effect was significant (** p < 0.01; *** p <0.001; **** p < 0.0001; ns means no significant).

### 3.6 T-cell maturation appears normal in Paxbp1 cKO mice

According to our results, DP thymocytes in Paxbp1 cKO mice were able to produce CD4 SP and CD8 SP cell populations, although the number of SP cells was substantially reduced. Signaling through the TCR complex on DP thymocytes regulates selection and results in upregulation of the TCR and CD5, which can be used to monitor thymocyte activation and maturation (23, 24). As shown in **Figure 7A**, the levels of TCRβ and CD5 expression were similar among DP, CD4SP, and CD8 SP cell populations when comparing Paxbp1 cKO mice with control mice. According to the expression patterns of TCRβ and CD69 (a T cell maturation marker (25),), the four different stages can be divided to visualize DP development. There was no difference in the proportion of four stages between the cKO and control groups (**Figures 7B, C**). In addition, gating on the CD4 SP or CD8 SP population, the proportions of immature SP cells (TCRβ^hi^CD69^hi^) and mature SP cells (TCRβ^hi^CD69^low/-^) were similar between control and Paxbp1 cKO mice (**Figures 7B, C**). Thus, Paxbp1 deficiency did not alter TCRβ, CD5, or CD69 expression in DP and SP cell populations, suggesting that T cells mature normally in Paxbp1 cKO mice.

**Figure 7:**
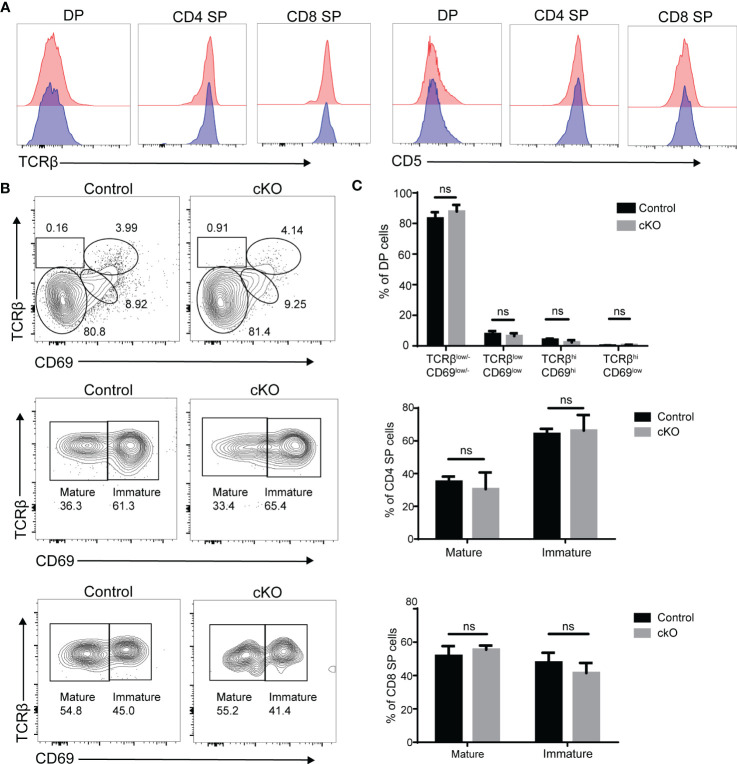
Unaltered expression of TCRβ, CD5 and CD69 in Paxbp1-deficient thymocytes. **(A)** Flow cytometry analysis of TCRβ and CD5 expression in DP, CD4 SP, and CD8 SP thymocytes from Paxbp1 cKO and control mice. Data are presented as representative half-overlay histograms of Paxbp1 cKO mice (blue) and control mice (red). **(B)** Gating on the DP population, DP development can be divided into four stages by TCRβ and CD69: Stage 1, TCRβ^low/-^CD69^low/-^; Stage 2, TCRβ^low^CD69^low^; Stage 3, TCRβ^hi^CD69^hi^; Stage 4, TCRβ^hi^CD69^low^ (up). Gating on the CD4 SP population: imature CD4 SP cells are TCRβ^hi^CD69^hi^, while mature CD4 SP cells are TCRβ^hi^CD69^low/-^ (medium). Gating on the CD8 SP population: imature CD8 SP cells are TCRβ^hi^CD69^hi^, while mature CD8 SP cells are TCRβ^hi^CD69^low/-^ (down). **(C)** Percentage and quantification of the results in **(B)** (n≥4). ns means no significant.

### 3.7 Reduced peripheral T cell numbers in Paxbp1 cKO mice

Since CD4^+^CD8^+^ double-positive (DP) thymocyte survival is crucial in shaping the peripheral T cell repertoire (26), we investigated whether the peripheral T-cell population was affected by the decreased thymocytes in Paxbp1 cKO mice. As expected, the B cells in the spleen were not affected, whereas fewer peripheral T cells were seen in the spleen of Paxbp1-deficient mice (**Figure 8A**). Meanwhile, immunohistochemical staining of spleen sections from Paxbp1 cKO mice showed significantly reduced CD4 expression compared to the control mice (**Figure 8B**). Consistent with this result, Paxbp1 deficiency led to fewer CD4^+^ and CD8^+^ T cells in the spleen (**Figure 8C**). Interestingly, Paxbp1 cKO animals displayed higher frequencies of effector/memory (CD44^hi^ CD62L^lo^) cells in their splenic CD4^+^ or CD8^+^ T cell populations than control mice (**Figures 8D, E**), which is common in lymphopenic mice and indicates homeostatic expansion. Taken together, these findings reveal that poor thymocyte formation in Paxbp1 cKO mice leads to peripheral lymphopenia.

**Figure 8:**
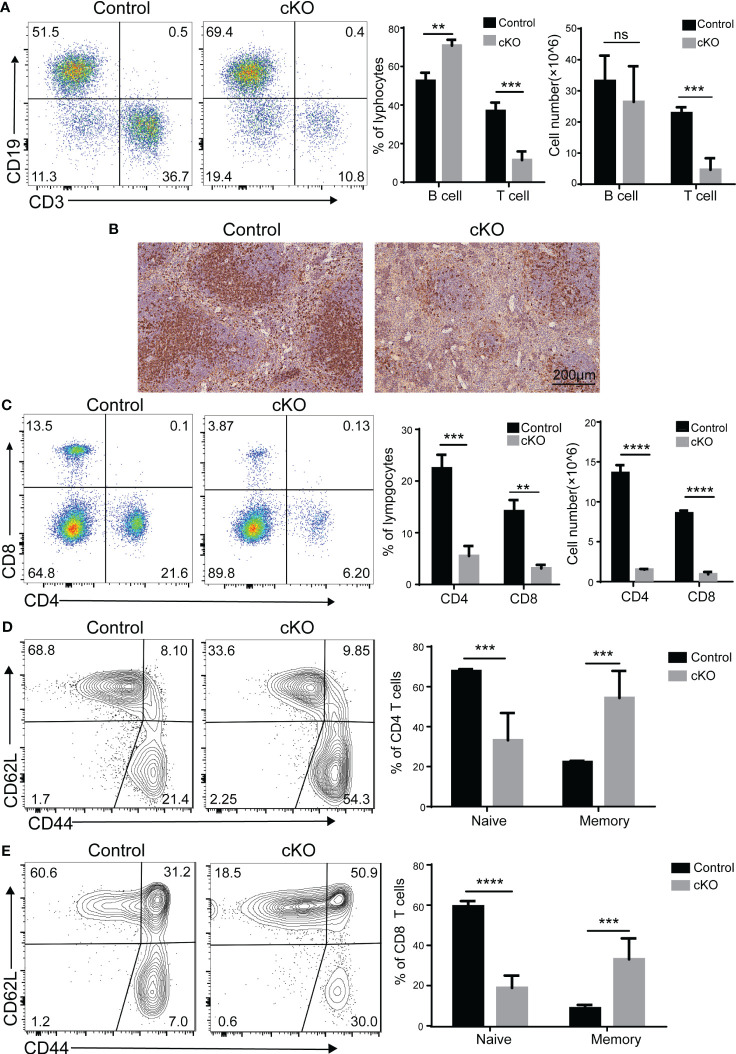
Phenotype of peripheral T cells in Paxbp1 cKO mice. **(A)** Cell surface staining of CD3 and CD19 on control and Paxbp1 cKO splenocytes; bar charts indicate the frequency and cell number of T cells and B cells in the spleen (n > 3 for each genotype). **(B)** CD4 levels were analyzed in the control and Paxbp1 cKO spleen samples using immunohistochemistry (Scale bar = 200 µm). **(C)** Cell surface staining of CD4 and CD8 on control and Paxbp1 cKO splenocytes; bar charts indicate frequency and cell number of subsets in the spleen (n > 4 for each genotype). **(D)** Expression of CD62L and CD44 on CD4^+^ splenocytes from the control and Paxbp1 cKO mice; bar chart shows the frequency of CD4^+^ cells in the CD62L^hi^CD44^lo^ (naïve T cell) and CD62L^lo^CD44^hi^ (memory T cell) subpopulations. **(E)** Expression of CD62L and CD44 on CD8^+^ splenocytes from the control and Paxbp1 cKO mice; bar chart shows the frequency of CD8^+^ cells in the CD62L^hi^CD44^lo^ (naïve T cell) and CD62L^lo^CD44^hi^ (memory T cell) subpopulations. The p value was used to determine whether an effect was significant (** p < 0.01; *** p <0.001; **** p < 0.0001; ns means significant).

## 4 Discussion

T cell development in the thymus is a highly organized biological process that combines lineage commitment, differentiation, proliferation, death, and selection (27, 28). As a conserved nuclear protein, Paxbp1 is highly expressed in T cells and has been reported to play important roles in the development of multiple tissues. However, its role in T cell development is poorly studied. Here, we provided novel evidence for an important and non-redundant role for the Paxbp1 protein during thymocyte development. The Lck-cre-mediated knockout of Paxbp1 in T cells caused thymic atrophy and decreased thymocyte number, particularly from the DP stage onwards (**Figures 1**, **2**). However, Paxbp1 deficiency exerted limited effects on the DN and ISP cell populations, suggesting that Paxbp1 mainly impacts thymus development at the DP cell stage (**Figures 3**, **4**).

Cell proliferation and apoptosis are necessary for thymocyte development and homeostasis (29). We therefore examined the proliferative and apoptotic properties of DP thymocytes in our Paxbp1 cKO mouse model. Our results indicate increased *in vivo* and *in vitro* apoptosis in DP thymocytes from Paxbp1 cKO mice compared to control mice (**Figure 4**). In addition, Paxbp1-deficient thymocytes are highly sensitive to apoptosis caused by anti-CD3 antibody treatment, as supported by increased annexin V labeling and enhanced caspase-3 activity in Paxbp1-deficiency DP thymocytes after anti-CD3 antibody treatment (**Figure 4**). These data point to abnormal regulation of programmed cell death in DP thymocytes in the absence of Paxbp1.

Interestingly, higher BrdU incorporation was also found in Paxbp1 cKO DP thymocytes (**Figure 6**), indicating that the decrease in thymocyte counts in Paxbp1 cKO thymus might be due to lower DP cell survival rather than a deficiency in proliferation. This observation agrees with previous data showing that enhanced thymocyte apoptosis is accompanied by an increase in the number of circulating thymocytes (30).

Here, RNA-Seq was used to identify differentially expressed genes between DP thymocytes from control and Paxbp1 cKO mice, which may function as components of the cellular death pathway. According to the RNA-seq result (**Figure 5**), p53 signaling and the apoptosis pathway were activated, and the expression of several cell death-related genes such as *Bim*, *Pmaip1*, *Pidd1*, and *Casp3* was significantly increased. The pro-apoptotic protein Bim belongs to the B cell lymphoma 2 (BCL-2) family and has integral roles in the development and function of the immune system (31). Thymocytes lacking Bim are resistant to apoptosis induced by CD3 stimulation and interleukin-2 (IL-2) withdrawal (which induces apoptosis) (32, 33). Like Bim, Pmaip1 is a BH3-only protein of the Bcl-2 family that is important for the initiation of apoptotic cell death in response to DNA damage (34–36). PIDD (P53-induced protein with a death domain), encoded by *Pidd1*, also participates in DNA damage-induced apoptosis. Moreover, it has been described as an apoptosis-inducing protein acting *via* activating caspase-2 (33, 37). Thus, increased Bim, Pmaip1, and Pidd1 levels caused by Paxbp1 knockout may explain the increased apoptosis in the thymocytes of Paxbp1 cKO mice. However, it remains to be seen whether the increased expression of these proteins in Paxbp1 deficient thymocytes contributes directly to their higher sensitivity to apoptosis.

The reduction in thymic T-cell production strongly influences the peripheral T-cell population. As expected, the proportion of T cells in peripheral immune organs in Paxbp1 cKO mice decreased significantly relative to controls (**Figure 8**). In addition, we found a lower proportion of naïve T cell populations and a higher proportion of memory T cell populations in Paxbp1 cKO mice (**Figure 8**), indicating homeostatic expansion. As Lck-cre-mediated, T-cell-specific Paxbp1 deletion leads to marked thymic atrophy and the reduction in thymic T-cell production has a great effect on the peripheral T-cell population, we do not think this model is optimal for studying the effect of Paxbp1 on peripheral T-cells.

Here, we have characterized the effect of Paxbp1 deficiency on thymic development, which mainly results in reduced thymic cellularity as a result of decreased DP cell survival. Mechanistically, the developmental defect in DP thymocytes may be due to activation of the apoptotic pathway. Our data provide novel evidence for the indispensable role of Paxbp1 in T cell development. This discovery could aid in developing more effective plans for immune reconstitution in people with immunodeficiency.

## Data availability statement

The original contributions presented in the study are included in the article/**Supplementary Material**. Further inquiries can be directed to the corresponding authors. All sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE233211.

## Ethics statement

The animal study was reviewed and approved by Committee for the Ethics of Animal Experiments, Shenzhen Peking University‐The Hong Kong University of Science and Technology Medical Center (SPHMC). Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

WL contributed to the experimental design, performance, data collection/analysis, and manuscript preparation. YY, SL, DZ contributed to experimental design and data analysis. XR and MT helped to data analysis. CH contributed to the data analysis and manuscript preparation. WZ, XC, and BY contributed to conception and design of the study. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Paxbp1 is indispensable for the survival of CD4 and CD8 double-positive thymocytes
**Source:** Front Immunol. 2023 Jun 19;14:1183367. doi: 10.3389/fimmu.2023.1183367
**Supplement:** Supplementary file 1

Supplementary Material

Paxbp1 is indispensable for the survival of CD4 and CD8 double-positive thymocytes

Wenting Li^1,2^, Yang Yang^3^, Shenglin Liu^4^, Dongsheng Zhang^3^, Xuanyao Ren^3^, Mindan Tang^3^, Wei Zhang^3,5^, Xiaofan Chen^3*†^, Cong Huang^1,2*†^, Bo Yu^1,2*†^

These authors contributed equally to this work and share last authorship.

# Supplementary Figures

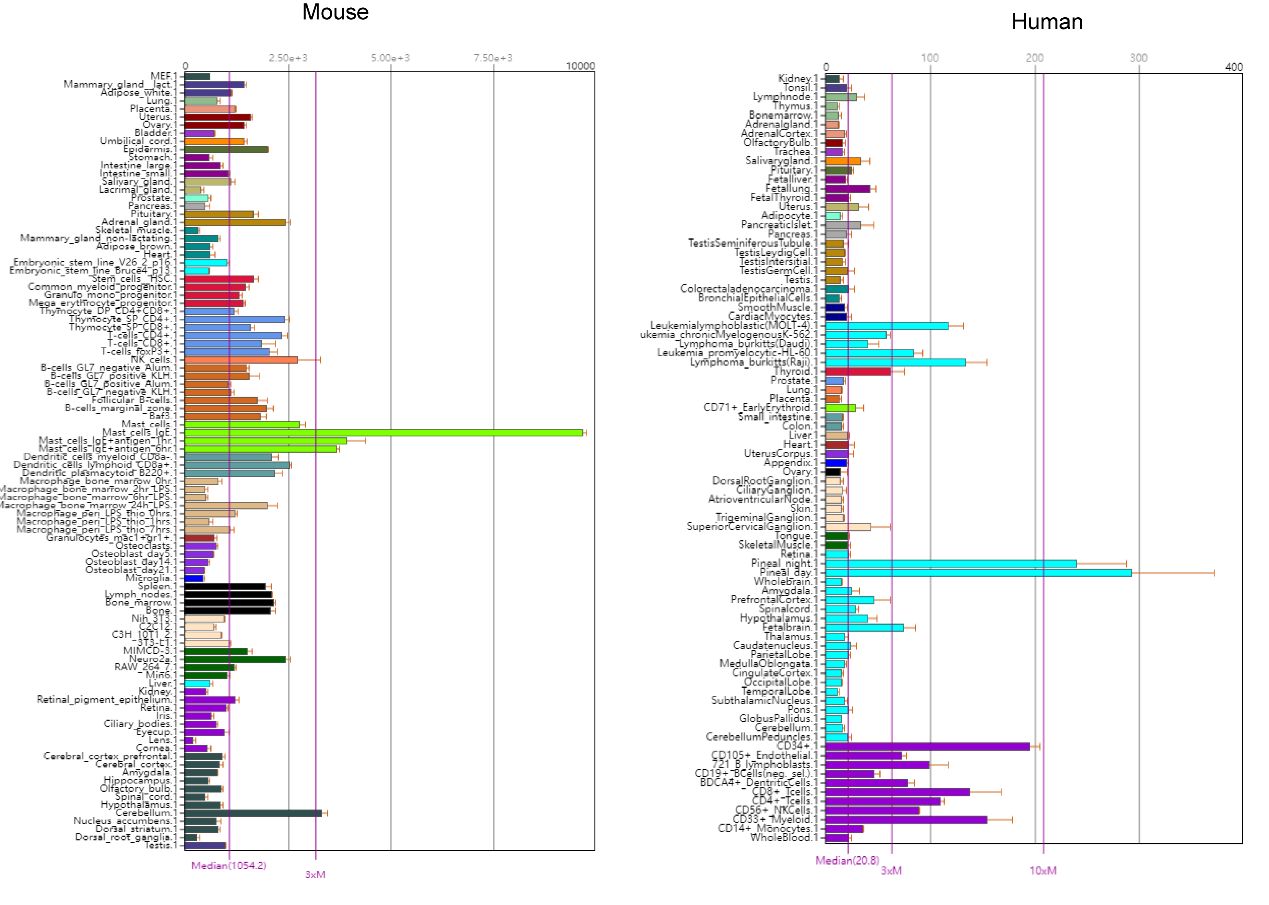

**Supplementary Fig1**. Expression of Paxbp1 in different tissues and cells of mice and humans, data from BioGPS database.

How the deposited data were processed for this re-analysis (not part of the article)

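RNA was extracted from sorted DP thymocytes of Paxbp1 fl/fl control mice and Paxbp1 cKO mice, cDNA was pre-amplified, and 6 libraries, 3 per genotype, were sequenced on an Illumina HiSeq2500. The paper's methods name the Discover-sc WTA Kit V2 and the TruePrep DNA Library Prep Kit V2, while the sample labels name a SMARTER kit, and the difference was left open. Genotype and replicate number were taken from the sample labels.

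The authors deposited 1 table of 22322 genes. Its count columns hold the reads that the authors counted per gene in each library, without normalization. Its FPKM columns hold the authors' values for each gene, scaled to gene length and library size. The mean FPKM of each group is also the authors', with a mean of 0 set to 0.001. The log2 column of the deposited table equals the log2 ratio of these means, cKO over control. The p-value and FDR columns of the deposited table come from the authors' own comparison, for which the methods name DESeq2. The aligner, the counting program, the genome build and the annotation are not given in the sources used here. The table also assigns KEGG pathways to genes. No column of values per library was left out. Gene positions are from GENCODE release M21 on GRCm38, matched by Ensembl identifier for 22267 genes.

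Counts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries held between 18963775 and 26252248 counts, so that 1 count was worth 0.0381 to 0.0527 CPM. No 2 libraries of a group were duplicates, since their counts differed by 19.8 to 68.3 times the sampling noise (chi-square per degree of freedom). Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 11488 of 15349 genes with a count. The control and cKO libraries were compared by edgeR's quasi-likelihood test with TMM normalization, genotype as the only term, and Benjamini-Hochberg adjustment. A gene was past the threshold at an absolute log2 fold change above 1 and an adjusted p below 0.05, as in the paper's methods.

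Over-representation used a one-sided Fisher's exact test over 328 KEGG pathways with at least 5 tested genes, against 5007 tested genes with a pathway. Set tests used camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, with fry and an estimated correlation beside it. Enrichment scores followed GSEA with weight 1 on the signal-to-noise ratio of FPKM, tested over all 20 assignments of genotype. The paper's text does not name the ranking metric or the type of permutation. Hand-written lists of genes were also tested. They cover direct p53 targets, p53 signaling core, apoptosis core, cell cycle core, DNA replication core, G2/M genes, targets of the integrated stress response (ISR), interferon response, immediate early genes, DP genes, DN and ISP stage genes, late DP and mature SP genes, and markers of macrophages, dendritic cells, B cells, erythroid cells, neutrophils, thymic epithelial cells, and NK and innate T cells.

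The genes named in the text were fixed by a rule set before the data were examined but after the paper's figures had been seen. They are Paxbp1, the genes of Figure 5C and 5D, genes whose products the paper names for thymocytes, Mcm2 to Mcm7 and Pcna, and the 5 genes with the largest increase and the 5 with the largest decrease past the threshold, with a mean of at least 5 CPM and no overlap between the groups. Some genes within this rule are not reported here, and the counts of named genes leave them out. Any other gene named was chosen after its values were seen.

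The scripts were tested on simulated counts for 3 control and 3 cKO libraries with 200 of 11302 genes changed. Of these, 158 (79%) were called, with 11 unchanged genes beside them and a median absolute error of 0.126 in the log2 fold change. With no gene changed, 0 genes were called. With 1 pathway raised, 4 pathways were called, the raised one among them, and with no gene changed 0 were called. Each gene was simulated independently, so these values do not test the error rate of the set tests where genes are correlated.

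The alternatives set before the data were examined were DESeq2 1.42.0, relative log expression (RLE) factors, total counts alone, no filter on low counts, a filter at a mean of 5 CPM, limma-voom, the replicate number as a term, leaving out each library in turn, leaving out sex-linked genes, another background and gene list for over-representation, other set tests, other rankings and weights for the enrichment scores, and the hand-written lists in place of the KEGG pathways. The alternative for a table without counts did not apply. Corrections for GC content and for transcript length, the authors' test with their FPKM ratio, the removal of marker genes and the use of all annotated genes were added after the data were seen.

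The quantitative PCR, flow cytometry and western blot experiments were not analysed here.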

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

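In this part, the tests of the explanations, the corrections for GC content and transcript length and the bound for Adgre1 were chosen after the results were seen. The list of macrophage markers and the other alternatives were set before the data were examined.

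Paxbp1, the gene targeted in the cKO mice, was higher in the libraries labelled cKO, with a log2 fold change of 0.92 (edgeR adjusted p = 0.0977), and the paper does not report its level in the RNA-Seq data. Whether it passes depends on 1 control library and on the tool. Without control library 1 the log2 fold change was 1.5 (edgeR adjusted p = 0.00170), and over the other libraries left out in turn the edgeR adjusted p lay between 0.156 and 0.265. Scaling between libraries is argued against by the counts before any scaling. The group means of the counts of Paxbp1 already had a log2 ratio of 0.924, cKO over control, and those of the library totals one of -0.059. An exchange of single libraries between the groups would leave some on the wrong side, and 0 libraries lay on the other group's side of the first principal component. Other explanations stay open. The labels of both groups exchanged as a whole would keep that separation. The 8 genes of Figure 5D compared were all higher in the libraries labelled cKO (8 of 8), but that figure was not taken as independent of the RNA-Seq data, so it does not settle the labels. The paper's BrdU assay, a separate experiment, found more proliferation of DP cells in cKO mice. The DNA replication pathway goes in the direction of the labels, with 33 of 36 tested genes higher. As small a camera p came from 2 of 10 splits, so this does not settle the labels either. Reads of the gene on the other strand cannot be told apart, since the table holds counts per gene. Whether the counting used strand is not given in the sources used here. That gene overlaps 8.87% of the span of Paxbp1 with its introns. The share of the exons of Paxbp1 was not computed and may be larger. The paper found Paxbp1 transcripts reduced in DN thymocytes and lost by the ISP stage (Figures 1D, E). It also found the protein depleted in sorted DP thymocytes (Figure 1F). The higher count is at odds with the transcript result if its primers lie outside exon 8, and their position is not given. Loss of exon 8, of 124 nt in the protein-coding transcript, would shift the reading frame. A biological candidate explanation is that transcripts without exon 8 are still made, and may even rise, after the deletion. This was not tested, since no count per exon was used.

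Markers of macrophages were higher in the libraries labelled cKO, although the cells were sorted as DP thymocytes and the paper does not report these genes. The list had 13 tested genes of 20, with a median log2 fold change of 1.51 and 11 genes higher (camera adjusted p = 5.14e-05). That median is the value of Mrc1, with 32, 0 and 0 counts in the control libraries, and it was 3.31 without control library 1 and 2.08 with limma-voom. It held under fry (adjusted p = 0.0101) and not with an estimated correlation (adjusted p = 0.447). Over the alternatives the camera adjusted p ran from 3.03e-06 to 0.197. The highest came with the filter at a mean of 5 CPM, which left 6 of the genes, with a median of 0.53. Adgre1 had 0 counts in every control library and 2.19 to 2.40 CPM in those labelled cKO, at least 49.2-fold higher against a floor of 3 counts over the control group. With that gene at its bound, the list's median stayed 1.51. C1qb and C1qc rose from 1.35 and 0.962 to 8.80 and 8.18 CPM (log2 fold changes 2.71 and 3.09), and Vcam1 from 0.357 to 4.15 CPM (3.54). The most abundant genes moved less. Apoe went from 36.3 to 61.5 CPM (log2 fold change 0.76, edgeR adjusted p = 0.0625) and Lyz2 from 8.41 to 23.6 CPM (1.5, edgeR adjusted p = 0.0778). Ctsb, near 398 CPM in the controls, did not rise (-0.18), and Csf1r (0.22) and Itgam (-1.18) did not follow. Of the 13 genes, 12 also had counts in the control libraries, and 1 gene of the list is also on the apoptosis list. RNA of macrophages among the sorted cells may account for the rise and stays open, since the genes with a mean of at least 5 CPM did not settle it (median 0.53, camera adjusted p = 0.197). Such cells can be a technical admixture, or macrophages bound to dying thymocytes, and the counts do not separate these. A lower share of DP thymocytes, which would raise the markers of every other cell type alike, is argued against as the whole cause. The mean log2 CPM of macrophage minus erythroid markers was -1.62 ± 1.58 in control and 1.92 ± 2.16 in cKO libraries (mean ± S.D., n = 3 each, difference 3.53), and the groups did not overlap, at most 0.20 in control and at least 0.44 in cKO libraries (exact two-sided permutation p = 0.1). The difference rested most on cKO 1, in which erythroid markers were lowest, and fell to 2.29 without it. Erythroid markers had a median of -1.22 over 6 genes, with a camera adjusted p of 0.0833 that ran from 0.0106 to 0.30 over the alternatives. Of the 4 tested B cell genes, Cd79b fell from 42.9 ± 2.45 to 26.4 ± 2.69 CPM (log2 fold change -0.70, edgeR adjusted p = 0.0194), while Ighm (-0.38, 0.0887), Igkc (-0.30, 0.880) and Blk (2.04, 0.146) did not pass. Other lists moved as a lower share would give. Dendritic cell markers were higher (median 0.72, 7 of 8 genes higher, camera adjusted p = 0.00504), as were NK and innate T markers without passing (0.42, 4 of 5, 0.490), and DP genes were lower (-0.31, 1 of 18 higher, 2.84e-04). A lower share as part of the cause and a change in macrophages themselves stay open. Chance cannot be excluded with 3 libraries against 3, where 1 of 10 splits, the real one, gave a camera p as small.

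The KEGG pathway Ribosome had the smallest camera p of all pathways, with a median log2 fold change of 0.32 in the libraries labelled cKO and 113 of 135 genes higher (adjusted p = 3.91e-08), and the paper does not discuss it. It did not pass under fry (adjusted p = 0.169) or with an estimated correlation (adjusted p = 0.874). All 85 genes named Rpl or Rps were higher, with a median of 0.40. This held with RLE factors and with total counts alone, while without control library 1 and without cKO 3 the number was 84. The 43 genes named Mrp, of mitochondrial ribosomes, had a median of 0.035, with 23 higher. Over the alternatives of the fit the pathway's median lay between 0.23 and 0.40. The lowest came without control library 1, with the highest camera adjusted p (8.60e-04). A trend with GC content as the whole cause is argued against by the corrected fit, where the median was 0.36 (camera adjusted p = 6.40e-10). Transcript length as the whole cause is argued against by the fit without control library 1. There the median of the pathway was 0.233, although short genes were lower, with a median of -0.077 over the 1102 other genes among the shortest 10%, which hold 84 of 136 genes of the pathway. A fit with each library's trend with length removed decides little, since it moved the other genes by a median of only 0.015 (pathway median 0.322). Control library 1 had the strongest trend, with an absolute rho of 0.123 to 0.243 in its differences from the other libraries, against at most 0.0996 between those. Chance stays open, since 3 of 10 splits of the 6 libraries gave a camera p as small. A biological difference between the genotypes was not tested.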

How the results depend on the processing

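The setting with the GC correction, the one with the ratio of mean FPKM, the one without marker genes and those over all annotated genes were chosen after the data were seen. The cause of each change was not tested, except that a fit without 1 library rests on fewer samples.

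Paxbp1 was higher in the libraries labelled cKO under every alternative run. The difference passed an adjusted p of 0.05 with DESeq2 (log2 fold change 0.92), with limma-voom (1.08) and without control library 1. The log2 fold change lay between 0.68 and 1.5 with each library left out in turn.

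The number of genes higher was 287 with DESeq2 and 281 with DESeq2's p and the ratio of mean FPKM. With each library left out in turn it ran from 28 (without cKO 3) to 270 (without control 1), and was 96 without cKO 1. The number lower ran from 45 (without cKO 3) to 184 (without control 1), and was 92 without control 2. Upregulated genes made up 55.5% of all calls, but 43.2% without cKO 1 and 38.4% without cKO 3. The splits alone cannot exclude chance with 3 libraries against 3, since the real one always makes 1 of 10. The real split called 317 genes, and the other splits called 0 with edgeR. Of all tested genes, 33.0% had no overlap between the groups, where chance gives 10%. These values argue against noise that strikes each gene independently. They do not exclude chance for the split as a whole, since genes are not independent and the other splits mix libraries of both groups. With total counts alone the median log2 fold change of all genes was 0.0177.

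The replicate numbers did not pair the libraries. Same-numbered libraries had correlations of 0.045, 0.038 and -0.030 between their deviations from the group means. With the replicate number as a block, 197 genes were higher and 133 lower, 158 and 121 of them among the genes called without it.

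The p53 signaling pathway held 3.62 times its share of the background with DESeq2 and 4.30 times without a filter on low counts, both past the threshold. With all annotated genes as background it held 5.54 times with the authors' deposited calls and 5.44 times with the DESeq2 calls, and the cell cycle pathway 3.91 and 3.85 times, again past the threshold. Among the lower genes alone both pathways held 0 times their share. The apoptosis pathway passed under no alternative run, and lay between 0.986 (without control 3) and 2.59 times (without cKO 3) with each library left out in turn. The highest value rested on few genes. A share of 0.0131 of the pathway's genes was called without cKO 3, against 0.0588 with all libraries.

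In the set tests the p53 signaling pathway passed under no alternative of the fit, with camera adjusted p from 0.0523 (without control 3) to 0.216 (without control 1), nor under fry or with an estimated correlation (0.871). The hand-written core list in its place had 0.0589 when adjusted with the KEGG pathways, and passed when adjusted over the hand-written lists (0.00607, and 0.0410 under fry). As small a camera p came from 1 of 10 splits, the real one, so chance cannot be excluded. The median of the apoptosis pathway changed sign with RLE factors (0.0078), total counts alone (0.015) and the hand-written core list (0.043), and lay between -0.055 and 0.037 with each library left out in turn. All 10 splits gave a camera p as small. The cell cycle pathway, with a median of 0.178, lost its call under fry and with an estimated correlation. With each library left out its median lay between 0.076 and 0.25, and the call was lost without control 1 (0.076) and without cKO 3 (0.14). The DNA replication pathway (0.448) lost its call only under fry and with an estimated correlation. As small a camera p came from 3 of 10 splits for the cell cycle pathway and 2 of 10 for DNA replication, so chance cannot be excluded for either.

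The cell cycle enrichment score was 0.22 with weight 0 and 0.578 with the hand-written list, and 0.443 to 0.576 with each library left out. The DNA replication score was 0.696 when ranked by edgeR's log2 fold change, 0.711 by the ratio of mean CPM and 0.644 with weight 0, and 0.687 to 0.804 with each library left out.

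Of the named genes other than Paxbp1, 3 that were level (edgeR adjusted p above 0.95) changed sign. Cd5 was 0.0041 with DESeq2, 0.0053 with RLE factors, 0.015 with total counts, 0.011 with the filter at a mean of 5 CPM and 0.12 with the GC correction, and -0.10 to 0.058 with each library left out. Cd44 was 4.88e-04, 0.0014, 0.015 and 0.0069 in the first 4 of these settings, 0.055 with limma-voom, 0.069 with the block, and -0.31 to 0.17 with each library left out. Myb was 0.0042 with limma-voom and 0.0040 with the block, and -0.135 to 0.18 with each library left out. Gapdh changed sign only without control 1 (-0.0054 to 0.19). Calls were lost mainly with fewer samples, for 20 named genes without cKO 3, 13 without cKO 1, 13 without control 2, 11 without control 3, 6 without cKO 2 and 0 without control 1. With DESeq2, 0 of the named genes other than Paxbp1 lost their call and 5 gained one, and Paxbp1 gained one too (DESeq2 adjusted p = 0.0228).

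DESeq2 gave no value for the set tests, and the alternative for a table without counts did not apply. At these depths, genes under the count filter were not tested. Of the authors' called genes, 30 higher and 7 lower were among them.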

Differences from the paper's values

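The setting with the ratio of mean FPKM and those over all annotated genes were chosen after the values were seen, and so was the comparison of Fig. 5D with the FPKM values.

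The paper reports 281 upregulated genes, and 176 were found here. Of the alternatives set before the data were examined, DESeq2 (287), no filter on low counts (224), limma-voom (198), the replicate number as a block (197) and the fit without control library 1 (270) lay within 1.5 times the paper's value. RLE factors (185), total counts alone (182), the filter at a mean of 5 CPM (151), the fit without sex-linked genes (176) and the fits without control 2 (118), control 3 (147), cKO 1 (96), cKO 2 (173) or cKO 3 (28) did not. In the authors' deposited table, DESeq2's p recomputed here equalled the authors' within 1e-06 for 15346 of 15346 genes. With that p adjusted over all genes with a count and the log2 ratio of mean FPKM as the fold change, a setting chosen after seeing the values, the counts were 281 and 168. These were the 281 and 168 genes of the authors' table, with 0 dropped. The GC correction, also chosen after seeing the values, gave 183 and did not close the difference. Of the authors' genes, 169 higher and 129 lower were also called here, 82 and 32 were tested and not called, and 30 and 7 fell under the count filter.

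The enrichment score of the cell cycle pathway is about 0.59 in the paper (Fig. 6A, read by eye) and was 0.526 here. Of the alternatives set before the data were examined, the hand-written core list (0.578) and the fit without control library 3 (0.576) came within the spread of 0.047 between fits that leave out 1 library. The other rankings (0.490 and 0.503), weight 0 (0.22) and the fits without any other library (0.443 to 0.542) did not. The score of the DNA replication pathway is about 0.82 in the paper (Fig. 6A, read by eye) and was 0.770 here. The fit without control library 3 (0.804) came within the spread of 0.039. The other rankings (0.696 and 0.711), weight 0 (0.644), the core list (0.768) and the fits without any other library (0.687 to 0.769) did not. The paper's text does not name the ranking metric.

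The rich factor of the p53 signaling pathway is about 0.14 in the paper (Fig. 5B, read by eye) and was 0.0822 here, as the share of the pathway's 73 genes in the table that passed the threshold. DESeq2 (0.137), no filter on low counts (0.123), the filter at a mean of 5 CPM (0.110), limma-voom (0.110), the block (0.110) and the fits without control 1 (0.123) and without cKO 2 (0.0959) lay within 1.5 times of the paper's value. RLE factors and total counts alone, the fit without sex-linked genes and the fits without control 2 or control 3 (all 0.0822), cKO 1 (0.0685) or cKO 3 (0.0548) did not. With the authors' deposited calls over all annotated genes, a setting chosen after seeing the values that drops 0 of the authors' called genes, it was 0.137. With the GC correction, also chosen after seeing the values, it was 0.110.

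The paper counts the p53 signaling and apoptosis pathways among its enriched pathways and states that they were activated. Here neither passed the over-representation test after adjustment (Fisher's exact test, adjusted p = 0.451 for each), although they ranked 14 and 13 by p, and neither passed camera's set test (adjusted p = 0.0879 and 0.974). The p53 signaling pathway passed the over-representation test with DESeq2 (adjusted p = 0.0390) and without a filter on low counts (adjusted p = 0.0351), and with the authors' deposited calls, chosen after seeing the values (adjusted p = 0.00187). A hand-written list of direct p53 targets had a median log2 fold change of 0.51, with 23 of 28 genes higher (camera adjusted p = 1.93e-04, fry adjusted p = 0.0180). The paper draws Ccnd2, Cdkn1a and Sesn2 as differentially expressed. Here their edgeR adjusted p was 0.0614, 0.0569 and 0.0638, and under DESeq2 it was 0.0110, 0.00871 and 0.0146.

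The bars of the quantitative PCR in Fig. 5D, read by eye, were set beside the ratios of mean FPKM, cKO over control, in the deposited table. The bars of the cKO group equalled these ratios within 0.1 for 6 of the 8 genes compared, for example about 5.2 against 5.14 for Pmaip1 and about 3.2 against 3.22 for Pidd1. The exceptions were Gadd45b, at about 5.7 against 4.69, and Ddit3, at about 2.2 against 2.06. The tops of the whiskers equalled the mean plus S.D. of the FPKM within 0.1 for 8 of 8 genes in the control group and 7 of 8 in the cKO group. Fig. 5D was therefore not taken as independent of the RNA-Seq data. In the heatmap of Fig. 5C, read by eye, Lmna and Ddit3 are drawn highest in the second cKO column, while in the deposited table both were highest in the library labelled cKO 1 (Ddit3 127 CPM against 73.8 and 94.7).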

Other observations

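In this section, the tests of explanations, the GC correction and the removal of marker genes were chosen after the results were seen. The lists of genes were written before the data were examined.

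The hand-written lists were tested together by camera, with adjustment over 16 lists. Higher in the libraries labelled cKO were DNA replication core (median log2 fold change 0.44, 32 of 35 genes higher, adjusted p = 3.11e-07), cell cycle core (0.21, 62 of 87, 5.14e-05), interferon response (1.05, 18 of 19, 1.09e-04), direct p53 targets (0.51, 23 of 28, 1.93e-04), ISR targets (0.44, 21 of 27, 0.00297), dendritic cell markers (0.72, 7 of 8, 0.00504), p53 signaling core (0.25, 34 of 54, 0.00607) and immediate early genes (0.45, 13 of 17, 0.0457). DP genes were lower (-0.31, 1 of 18 higher, 2.84e-04). Not past the threshold were erythroid markers (-1.22, 0 of 6, 0.0833), apoptosis core (0.043, 39 of 72, 0.490), NK and innate T markers (0.42, 4 of 5, 0.490), DN and ISP stage genes (-0.0091, 6 of 13, 0.553), late DP and mature SP genes (-0.31, 6 of 17, 0.577) and G2/M genes (0.069, 13 of 25, 0.577). Macrophage markers are given with the results above. Lists of B cell, neutrophil and thymic epithelial markers had fewer than 5 tested genes. Under fry, direct p53 targets (adjusted p = 0.0180), dendritic cell markers (0.0381) and p53 signaling core (0.0410) held of these, and with an estimated correlation none of the 16 did (adjusted p of 0.447 or more). Over the alternatives of the fit, the camera adjusted p rose to 0.0514 for p53 signaling core and 0.362 for immediate early genes, and stayed below 0.05 for the other lists called here. Erythroid markers passed with the block (0.0106), with limma-voom (0.0318) and without cKO 3 (0.0116). The lists overlap. Of the 30 direct p53 targets, 20 are on another list and 4 are genes of Figure 5 given here, and of the 60 p53 signaling core genes, 43 and 8. Chance cannot be excluded, since as small a camera p came from 1 of 10 splits for direct p53 targets, 2 of 10 for DP genes and 4 of 10 for interferon response.

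DNA replication genes rose and G2/M genes stayed level. In mean log2 CPM, the DNA replication core list lay below the G2/M list by less in every library labelled cKO (-0.56 to -0.36) than in every control library (-1.07 to -0.67). The difference had an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries allow, and lay between 0.329 and 0.528 with 1 library left out in turn. An equal rise in all cycling cells as the whole cause is argued against by this difference (0.415), and more cells in S phase may be another explanation. The G2/M genes rested on 1 library, since without control 1 their median was -0.14 (camera adjusted p = 0.0237, against 0.119 to 0.916 in the other alternatives). A trend with GC content as the whole cause of the rise in the DNA replication pathway is argued against by the corrected fit, where the median was 0.458 (camera adjusted p = 1.11e-06).

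Eif2s3y, chosen after its value was seen, was lower in the libraries labelled cKO (110 ± 9.44 against 55.7 ± 15.0 CPM, mean ± S.D., n = 3 each, log2 fold change -0.98, edgeR adjusted p = 0.0135). Fewer male mice are argued against by the other Y-linked genes Ddx3y, Kdm5d and Uty, whose median log2 fold change was 0.33. Its X-linked copy Eif2s3x rose (log2 fold change 0.44, edgeR adjusted p = 0.0394), and the sum of both genes was 249 ± 9.11 CPM in control and 245 ± 4.88 CPM in cKO libraries (log2 ratio -0.027). Reads assigned to the X-linked copy instead of the Y-linked one may thus account for the difference, as may a true exchange of expression between the copies. With 1 library left out in turn, the edgeR adjusted p of Eif2s3y lay between 0.00856 and 0.0509.

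Fold changes fell with the GC content of the transcript. Spearman's rho over 11476 genes was -0.174 (across genes, which are not independent replicates), and the median log2 fold change went from 0.12 in the fifth of genes with the least GC to -0.12 in the fifth with the most. Between libraries of 1 group the largest absolute rho was 0.109. Between control and cKO libraries rho was negative in every pair, with absolute values of 0.0852 to 0.206. The ranges overlap through control library 1, whose rho with the cKO libraries lay between -0.0929 and -0.0852. For control libraries 2 and 3 it lay between -0.206 and -0.132. Since the ranges overlap, GC bias of single libraries cannot be told apart from a difference between the genotypes. With the trend removed, 183 genes were higher and 122 lower.

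The KEGG pathway of cell adhesion molecules, which led the over-representation test, contains marker genes of antigen-presenting cells. Without the lists of macrophage and dendritic cell markers, 8 of which had been called, it held 10 of 104 genes, 2.94 times its share of the background, and still had the smallest p (0.00195 unadjusted and 0.638 adjusted, Fisher's exact test). No pathway then passed at an adjusted p below 0.05 (0 pathways, with 19 at an unadjusted p below 0.05). Of the 13 called genes of the pathway, 6 were lower, which added RNA of macrophages and dendritic cells does not give. For the genes that were higher, such RNA may be a source and stays open. Among the markers of dendritic cells, Cd74 rose from 13.8 to 47.3 CPM (log2 fold change 1.78, edgeR adjusted p = 0.00825) and H2-Eb1 from 2.43 to 9.08 CPM (1.90, 0.0157). H2-Aa, from 2.59 to 9.83 CPM (1.93, 0.0475), and Bst2, from 36.6 to 56.5 CPM (0.63, 0.0469), also passed. H2-Ab1, from 16.5 to 24.3 CPM (0.56, 0.277), did not pass, and Cst3, the most abundant, did not rise (107 to 98.1 CPM, -0.12, 0.593).

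Among genes whose products the paper names for thymocytes or as controls, Cd69 was higher (log2 fold change 1.47, edgeR adjusted p = 0.0344) and Cd5 was level (-0.0058, 0.985). The groups overlapped for Cd69, with cKO 2 at 187 CPM and control 1 at 201 CPM. By flow cytometry, which measures protein rather than RNA, the paper found CD69, CD5 and TCRβ unaltered in DP and SP cells. Il2ra was higher (1.24, 0.0212), from 6.26 to 14.8 CPM. Cd8b1 (-0.58, 0.0383), Lck (-0.42, 0.0212) and Trbc2 (-0.39, 0.0450) were lower. Cd4 (-0.49, 0.0515), Trbc1 (-0.35, 0.0638), Cd8a (-0.30, 0.171), Bcl2l1 (-0.43, 0.112), Tcf12 (-0.28, 0.144), Tcf7 (-0.27, 0.122), Myb (-0.019, 0.955), Cd44 (-0.0091, 0.990), Casp2 (0.37, 0.15) and Gapdh (0.12, 0.614) did not pass an edgeR adjusted p of 0.05. The calls of Cd69 and Lck were lost without control 2, control 3, cKO 1 or cKO 3, that of Il2ra without control 3 or any cKO library, that of Trbc2 without any library but control 1, and that of Cd8b1 likewise. Trbc2 also lost its call with RLE factors (0.0503), the filter at a mean of 5 CPM (0.0544) and the GC correction (0.0625), and Lck with the GC correction (0.0540). Cd4 passed with DESeq2 (0.0165), without a filter on low counts (0.0336), with the filter at a mean of 5 CPM (0.0433), limma-voom (0.0387) and the block (0.0272), and without control 1 (0.0343) or cKO 2 (0.0375). Trbc1 passed with DESeq2 (0.0341), with the block (0.0265) and without control 1 (0.00958), Tcf7 with the block (0.0446) and without control 1 (0.0338), and Cd8a without control 1 (0.0285).

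In the authors' deposited table, 28 of the 281 upregulated genes have a control mean at the authors' floor of 0.001 and 8 of the 168 downregulated genes a cKO mean at it, so that their fold change depends on that floor. Of the authors' genes, 46 higher and 12 lower have a mean of under 20 counts per library.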
